# Various tomato cultivars display contrasting morphological and molecular responses to a chronic heat stress

**DOI:** 10.3389/fpls.2023.1278608

**Published:** 2023-10-25

**Authors:** N. Bollier, R. Micol-Ponce, A. Dakdaki, E. Maza, M. Zouine, A. Djari, M. Bouzayen, C. Chevalier, F. Delmas, N. Gonzalez, M. Hernould

**Keywords:** heat stress (HS), pollen development, HS transcriptional response, tomato, flower development

## Abstract

Climate change is one of the biggest threats that human society currently needs to face. Heat waves associated with global warming negatively affect plant growth and development and will increase in intensity and frequency in the coming years. Tomato is one of the most produced and consumed fruit in the world but remarkable yield losses occur every year due to the sensitivity of many cultivars to heat stress (HS). New insights into how tomato plants are responding to HS will contribute to the development of cultivars with high yields under harsh temperature conditions. In this study, the analysis of microsporogenesis and pollen germination rate of eleven tomato cultivars after exposure to a chronic HS revealed differences between genotypes. Pollen development was either delayed and/or desynchronized by HS depending on the cultivar considered. In addition, except for two, pollen germination was abolished by HS in all cultivars. The transcriptome of floral buds at two developmental stages (tetrad and pollen floral buds) of five cultivars revealed common and specific molecular responses implemented by tomato cultivars to cope with chronic HS. These data provide valuable insights into the diversity of the genetic response of floral buds from different cultivars to HS and may contribute to the development of future climate resilient tomato varieties.

## 1 Introduction

Population growth and global warming are two of the major issues that humanity will have to face in the next decades (IPCC, 2014). Based on current climatic models, experts commonly anticipate that rising temperatures will cause substantial yield losses in the future affecting major plant-food sources (Tripathi et al., 2016). Global warming has already a significant impact on crop production and agricultural practices. During the past years, many regions of the world underwent extreme heat waves causing severe damages to ecosystems, human society and crop production (Stillman, 2019). The frequency and intensity of these heat waves will increase in many regions of the globe leading to major losses in agricultural yield (Lau and Nath, 2012; Molina et al., 2020).

Plant growth and development can be strongly altered by high temperatures, the most heat-susceptible phases being early seedling and reproductive phases. Heat-stress (HS) can impair essential cellular, physiological and developmental processes, including genome integrity, photosynthesis, flower development or pollen development and viability as reported for a number of plant species (Han et al., 2021; Moore et al., 2021). Detrimental effects of heat on pollen production have been described in various plant taxa, including *Arabidopsis thaliana* (Arabidopsis), *Solanum lycopersicum* (tomato) and *Oryza sativa* (rice) and for different developmental stages such as meiosis, microspore development and pollen maturation (Raja et al., 2019). Pollen development is known to be one of the most temperature-sensitive process in plant life cycle (Zinn et al., 2010), and alteration of pollen meiosis, particularly at the tetrad stage, has been reported in different species such as Arabidopsis, maize or cotton (Begcy et al., 2019; De Storme and Geelen, 2020; De Jaeger-Braet et al., 2021; Masoomi-Aladizgeh et al., 2021; Ning et al., 2021) and impaired pollen development results in poor fertilization and reduced fruit and seed yield (Giorno et al., 2013; Müller and Rieu, 2016).

The cellular responses to HS have been studied in a variety of plant species and various organ and tissues revealing both common and specific responses. HS disturbs various cellular processes, resulting, for example, in the denaturation of biological molecules, such as proteins, lipids, and nucleic acids (Bohnert et al., 2006; Kotak et al., 2007; Essemine et al., 2010) and the disintegration of subcellular structures, including membranes and cytoskeleton networks (Savchenko et al., 2002; Saidi et al., 2011). HS affects genome integrity by triggering DNA damage through nucleotide modifications and single-strand or double-strand breaks (Kantidze et al., 2016) and it also alters chromatin architecture (Pecinka and Mittelsten Scheid, 2012). To cope with HS, plants have developed highly complex intracellular signaling systems involving hormones, Ca^2+^ and reactive oxygen species (ROS) (Wahid et al., 2007). For a long time, ROS were considered as a byproduct that impairs plant growth. However, ROS recently gained attention for their function as signaling molecules involved in response to environmental stresses like HS (Medina et al., 2021). In support to this idea, it has been shown that ROS-scavenging enzymes, involved in detoxification processes, are rapidly induced by HS (Suzuki and Mittler, 2006).

HS induces rapid transcriptional changes and the elucidation of the complex transcriptional regulatory networks involved in plant responses to HS is now well advanced (Ohama et al., 2017). That is, HS rapidly activates HS-responsive transcription factors, HSFs, which regulate the transcription of a wide range of target genes involved in signaling and metabolic pathways (von Koskull-Döring et al., 2007). Among the most notable responsive proteins, the Heat Shock Proteins (HSPs) are known to play essential roles in cellular protection through their action on protein misfolding or aggregation but also in protein translocation and degradation (Vierling, 1991; Schleiff and Becker, 2011). Transcriptomic profiling has identified several molecular pathways induced under elevated temperature conditions including photosynthesis, response to light or rRNA processing (Jayakodi et al., 2019). Interestingly, in addition to the classically induced HSPs, these studies suggested potential roles for several factors involved in epigenetic, post-transcriptional and post-translational regulation as well as in hormonal regulation. Deciphering the effects of HS at the transcriptome level greatly helped defining candidate genes potentially involved in mediating plant tolerance to HS and several attempts aiming to improve thermotolerance by knocking out or overexpressing these candidate genes have been reported in different plant species including Arabidopsis, tomato, rice and *Glycine max* (soybean) (Zhu et al., 2006; Yokotani et al., 2008; Xin et al., 2010; Wu et al., 2012; Li et al., 2013; Shen et al., 2015; Xue et al., 2015; Wan et al., 2016). It is however, likely that the activation of two or more independent -but mutually complementary- pathways would improve more effectively thermotolerance in crops species. In this regard, new pathways need to be discovered in order to pave the way towards the generation of highly tolerant genotypes using the newly identified candidates for gene stacking.

HS response has been extensively investigated in plants in the past two decades. Most studies have been carried out applying very high temperatures (45°C to 50°C) for a short period of time (from 30 minutes to 3 hours) on the whole plant, or focused on specific developmental stages or organs (Qu et al., 2013; Driedonks et al., 2016; Janni et al., 2020). Strikingly so far, quite a few studies have been carried out that simulate heat wave conditions as defined by the STAtistical and Regional dynamical Downscaling of EXtremes for European regions (STARDEX) project: at least 5 consecutive days with 5 degrees anomaly with respect to mean temperature in summer (Jagadish et al., 2021). Similarly, only few studies have investigated the response of plants to chronic HS, corresponding to longer periods of heat (Sato et al., 2000). Because the effect of short-term heat treatments is unlikely to completely reproduce what happens during long term HS, studying the impact of long periods of heat on plants is essential to eventually select plant cultivars with increased heat tolerance.

Tomato is one of the most produced and consumed fruits in the world. However, tomato producers face dramatic yield losses in very warm summers, due to poor fruit setting resulting in decreased fruit number and small fruits of low quality (Adams et al., 2001). In recent years, several transcriptomic, metabolomic, proteomic or lipidomic analyses were performed to study the response of tomato plants to HS (Pressman et al., 2002; Spicher et al., 2016; Paupière et al., 2017; Almeida et al., 2021). Studies focusing on floral buds revealed that short-term HS induces the expression of *HSF* genes, *HSP* genes, ROS scavenger genes and genes involved in the control of sugar levels (Frank et al., 2009). However, most of these studies are limited to one tomato genotype and, more importantly, the short-term treatment is unlikely to completely reproduce the molecular responses to chronic stress.

Here, we aimed at identifying the common and/or specific molecular responses to a chronic HS in tomato floral buds of various tomato cultivars. Seeds from 11 modern tomato cultivars were obtained from different seed companies, and plants were grown and subjected to a chronic HS of 3 weeks, before evaluating the pollen germination rate. Among these 11 cultivars, 2 and 3 cultivars with high and low pollen germination rate under HS respectively, were selected for subsequent genome-wide transcriptomic profiling analysis of their floral buds to identify the molecular pathways regulated during a chronic HS. These analyses highlighted the different genetic responses that tomato cultivars set-up for facing chronic HS.

## 2 Materials and methods

### 2.1 Plant material and growth

Plant material consisted of eleven different tomato cultivars: Brioso (Rijk Zwaan), Clodano (Syngenta™), Docet (Monsanto™), DRK7024 (De Ruiter™), JAG8810 (Bayer™), M82, Marbonne (Gautier Semences), Moneymaker, Rebelski (De Ruiter™), Sassari (Rijk Zwaan) and West Virginia 106 (WVA106). This set of cultivars was selected in order to cover some of the tomato diversity in terms of i) fruit morphology: small (WVA106, Sassari, Brioso, M82), medium (Docet, Moneymaker, Clodano, JAG8810), and large size (Rebelski, Marbonne, DRK7024) (**Figure S2**); ii) growth pattern: determinate (JAG8810, M82) *versus* indeterminate growth (DRK7024, WVA106, Brioso, Marbonne, Sassari, Moneymaker, Rebelski); and iii) market suitability: fresh market (Sassari, Brioso, M82, Clodano, Moneymaker) and processing tomatoes (JAG8810, DOCET). In non-stress (NS) conditions, plants were cultivated in a greenhouse with a photoperiod of 16h/8h with a mean temperature of 24°C during the day and a mean temperature of 18°C during the night. For HS treatments, the plants at bolting stage have been submitted during 3 weeks to a mean temperature of 35°C during the day (16h) and 25°C during the night (8h) using the main and two auxiliary heaters and the temperature has been monitored all along the HS (**Figure S1A**). In both conditions, the hygrometry was around 55% all day and plants had a daily watering.

### 2.2 Pollen developmental stage analysis

To analyze pollen development, 3-5 floral buds for each different size were dipped in Carnoy’s fixative solution (60% (v/v) ethanol, 30% (v/v) chloroform, 10% (v/v) acetic acid). Then, the anthers from the flower buds were dissected in acetocarmine staining solution (1% (p/v) carmine 40, 0.5% (p/v) ferric chloride, 45% (v/v) glacial acetic acid) using gauge needles under a stereomicroscope and squashed between a slide glass and a coverslip to release the male reproductive cells as described by (Puchtler et al., 1968). Pollen developmental stages were observed using a bright field microscope (Zeiss, Axioplan) and photographed with a CCD camera (Motic 3 megapixels).

### 2.3 Pollen germination assays

Pollen grains from 3 to 5 tomato flowers at anthesis stage were sprayed on the top of pollen germination medium (18% sucrose, 0.01% Boric acid, 1mM CaCl_2_, 1mM Ca(NO_3_)_2_, 1mM MgSO_4_, 0.5% agar; pH=7). Each experiment was repeated 3 times. After 16h of incubation at 25°C in the dark, the preparation was observed using a stereomicroscope Olympus SXZ16 and photographed using a camera (Motic 10 megapixels). The pollen germination rate expressed as a percentage was determined by dividing the number of germinated pollens corresponding to those emitting a pollen tube by the total number of pollen grains.

### 2.4 Genome wide expression profiling

To prepare RNA samples for the subsequent RNAseq analysis, each tomato cultivar was grown under NS or HS conditions [3 weeks at 35°C during the day (16h) and 25°C during the night (8h)]. Based on the histological analysis, floral buds were harvested at the tetrad stage (tetrad floral bud, TFB) and at the pollen mature stage (pollen floral bud, PFB) based on their size (**Table S1**). Five to ten floral buds for each stage were sampled before and 20 days after the start of the HS from 20-25 plants per genotype for the RNAseq analysis (**Figure S1B**). Total RNA was isolated from 200 and 500 mg of floral buds at different developmental stages using TRIzol Reagent (Life Technologies). Total RNA extract was purified with the Qiagen RNAeasy mini kit RNA. After DNase treatment (DNA-free Kit, Life Technologies), the total RNA quantity and quality (RNA integrity number, RIN) were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies). Only RNA extracts with a RIN of 10 were used for sequencing. The RNA libraries were constructed as described in the Illumina TruSeq Stranded mRNA guide. mRNAs were sequenced in a HiSeq 3000 sequencing system with 2 × 125 bp paired-end sequences (Illumina HiSeq SBS Kit v4) by the Genotoul bioinformatics platform, Toulouse (http://bioinfo.genotoul.fr/index.php).

Three biological replicates per plant and per stage were harvested for NS and HS conditions, resulting in 60 samples (5 cultivars × 2 conditions × 2 developmental stages × 3 biological replicates). To obtain the genome-wide expression profiling, RNA samples were subjected to next-generation sequencing.

For each RNA sample, more than 20 million of paired-end reads (10 million fragments) were generated, using an Illumina Hiseq 3000 platform. More than 95% of total clean reads were mapped against the SL3.0 version of the reference tomato genome for read mapping (ftp://ftp.solgenomics.net/genomes/Solanum_lycopersicum/Heinz1706/assembly/build_3.00/) and almost 90% of the mapped reads matched a feature on the related gene model.

### 2.5 Bioinformatic analyses

Statistical analyses and graphs have been performed with the R software and homemade scripts. The DE analysis has been carried out with the DESeq2 R-package (Love et al., 2014). Some analyses, such as the PCA analysis, were carried out with functions contained in the DESeq2 package. Reads were checked using fastQC, cleaned using trimGalore, and mapped using Star, a spliced aware mapper software on the new tomato genome SLmic1.0 generated in the frame of TOMGEM project (http://tomatogenome.gbfwebtools.fr/). The mapping was guided using the gene model annotation version 1.1. FeatureCount was then used to calculate the read counts for each gene from each mapping file. A normalization step was performed in order to obtain comparable expression values between conditions and between genes. For this purpose, our pipeline takes into account the relative size of studied transcriptomes, the library sizes and the gene lengths, as described in Maza et al. (2013); Maza (2016). After data normalization using DESeq2 package, a PCA analysis has been conducted with expression data in all conditions and replicates, in order to check global sample variability.

Genome-wide expression data have been analyzed in order to identify genes differentially expressed between different conditions that have been tested. The “Relative Log Expression” normalization (RLE) implemented in the DESeq2 package has been used as normalization method. To highlight DEGs, the genes exhibiting an adjusted *p-value* < 0.05 and a log2 fold-change < -1 or > +1 have been selected. To eliminate very lowly expressed genes, the up-regulated DEGs with a count value < 10 in HS condition and the down-regulated DEGs with a count value < 10 in NS condition were filtered out.

To calculate the intersections of DEGs lists within the different conditions, Venn diagrams corresponding to textual outputs were generated by using the Venn diagram tools at http://bioinformatics.psb.ugent.be/webtools/Venn/BAR Website at http://bar.utoronto.ca/or at https://www.biovenn.nl/index.php (Hulsen et al., 2008) for area-proportional Venn diagrams. The TomExpress web site, at http://tomexpress.toulouse.inra.fr/query, was used to extract gene expression data obtained from previous genome-wide expression analyses (Zouine et al., 2017).

The GO enrichment analysis has been carried out on PLAZA 5.0 (Van Bel et al., 2022) using the Plaza workbench, with a significance threshold of 0.05 and without any data filter.

## 3 Results

### 3.1 Morphological analyses of flower development and variability in pollen germination of tomato cultivars under chronic HS

To assess phenotypic differences in response to HS of various tomato genotypes, we examined the behavior of eleven tomato cultivars corresponding to ten commercial varieties and the cherry tomato West Virginia 106 (WVA106) cultivar. Given that floral development is critical for tomato yield, we focused our analysis on the morphological and cytological changes occurring during this process under HS conditions. Under NS conditions, the 11 selected cultivars displayed variability in size and morphology of floral buds during development (**Figure 1**). Floral bud size distribution was not statistically different under NS and HS conditions (**Figure S3**), but clear morphological alterations were observed (**Figure 1**). In particular, only the flowers of the Sassari cultivar exhibited stigma exertion under HS compared with the complete absence of stigma exertion under NS conditions. On the other hand, HS induced the appearance of curled petals in Clodano, Docet, M82, Marbonne and Moneymaker cultivars. In addition, HS caused the sepals and petals to open at an earlier developmental stage than in NS conditions in Moneymaker, Brioso and WVA106. In this latter cultivar, sepals displayed burned extremities due to HS. In conclusion, floral development in various tomato cultivars was affected differently under HS, suggesting that the response to HS may be, at least partially, dependent on the genetic background.

**Figure 1:**
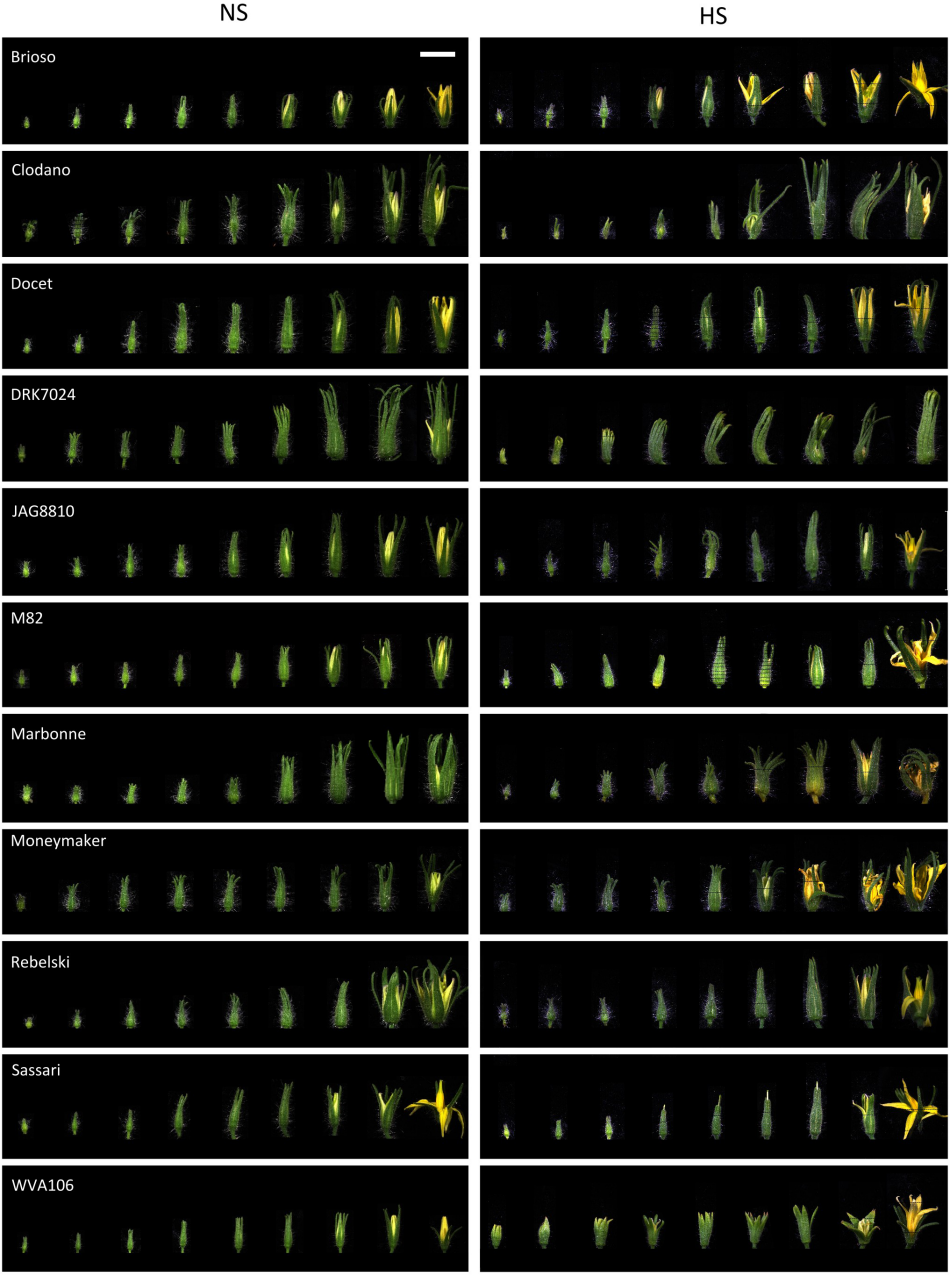
Floral bud development under heat stress (HS) and non-stress (NS) conditions in the 11 studied tomato cultivars. For each cultivar, floral buds are ordered according to their size in each condition showing the effect of the HS at different developmental stages. Bar, 1 cm (applies to all panels).

Flower fertilization, and subsequent fruit set and seed production, can be impaired by poor pollen germination and pollen tube growth. We thus determined the percentage of pollen germination, used as a proxy for pollen potential for fertilization in the eleven tomato cultivars under NS and HS conditions (**Figure 2**). Under NS conditions, pollen germination was highly variable between the cultivars studied, with a maximum percentage of 80% for WVA106, and a minimum of 18.6% for DRK7024. Overall, the HS negatively impacted pollen germination in all cultivars, with a complete absence of germination in Clodano, DRK7024, Moneymaker, Rebelski and Sassari, indicating the extreme sensitivity to HS of the pollen in these cultivars (**Figure 2**). In Brioso, Docet, M82 and Marbonne cultivars, the pollen germination rate under HS was reduced respectively, by 10-, 21-, 12- and 33-fold, when compared to NS condition, indicating a high sensitivity to HS of these cultivars even though some germination capacity was maintained. Conversely, pollen germination in JAG8810 and WVA106 was only reduced by 1.4- and 3.5-fold respectively, suggesting a better tolerance to HS treatment in these cultivars. Taken together, these results indicated that pollen germination percentage is highly affected under HS conditions although the degree of sensitivity is highly genotype-dependent.

**Figure 2:**
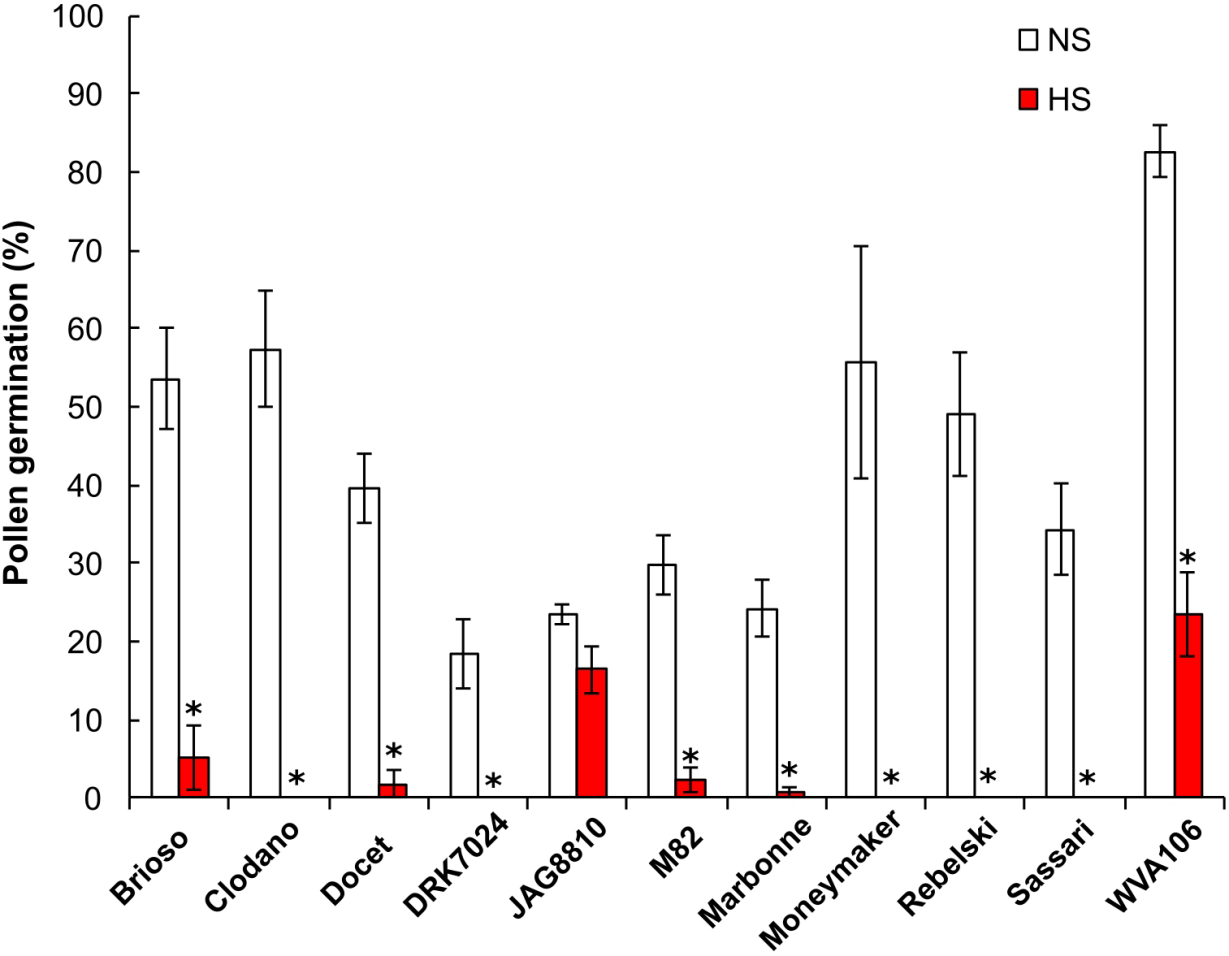
Pollen germination rate expressed as the percentage of germinating pollen grains (%) under non-stress (NS) and heat stress (HS) conditions in 11 tomato cultivars. *for ANOVA *p-value*<0.05.

### 3.2 Cytological analyses of pollen development of tomato cultivars under chronic HS

To determine if the effect of the chronic HS on pollen germination was related to a perturbation of pollen development, we selected 5 cultivars showing contrasting behaviors for pollen germination under HS: namely WVA106 and JAG8810 as tolerant cultivars, and Clodano, DRK7024 and M82 as sensitive cultivars. It has been described that under NS conditions, tomato floral bud size is generally synchronized with the developmental stage of the reproductive organs (Brukhin et al., 2003). Therefore, we determined first, under our NS growth conditions, the developmental stage of the male gametophyte in relation to floral bud size, using a histological approach. Four pollen developmental stages were considered because they were easily recognizable: Microspore Mother Cell (**Figure 3A**), present in 4.5 mm buds in WVA106; Meiosis (**Figure 3B**), in 5.5 mm buds in WVA106; Tetrad (**Figure 3C**) in 6 mm buds in WVA106 and Mature pollen grain (**Figure 3D**) in 7 mm buds in WVA106. Most of the time, only one pollen developmental stage was observed for a determined bud size under NS conditions, indicating the synchronization of floral bud and pollen development in the different cultivars studied. Indeed, Clodano, JAG8810, M82 and DRK7024 floral buds at 13 mm, 9 mm, 6 mm, and 18 mm respectively, only contained mature pollen grains (**Figures 3E–H**) and 6 mm floral buds in WVA106 only contained tetrads (**Figure 3I**). Under HS conditions, all cultivars, except DRK7024, showed several pollen developmental stages at these bud sizes (**Figures 3J–T**). For DRK7024, while only one pollen developmental stage was observed at a time, pollen development was delayed compared to NS condition as indicated by the observed microspore mother cell instead of mature pollen in 18 mm floral buds (**Figures 3H, M**).

**Figure 3:**
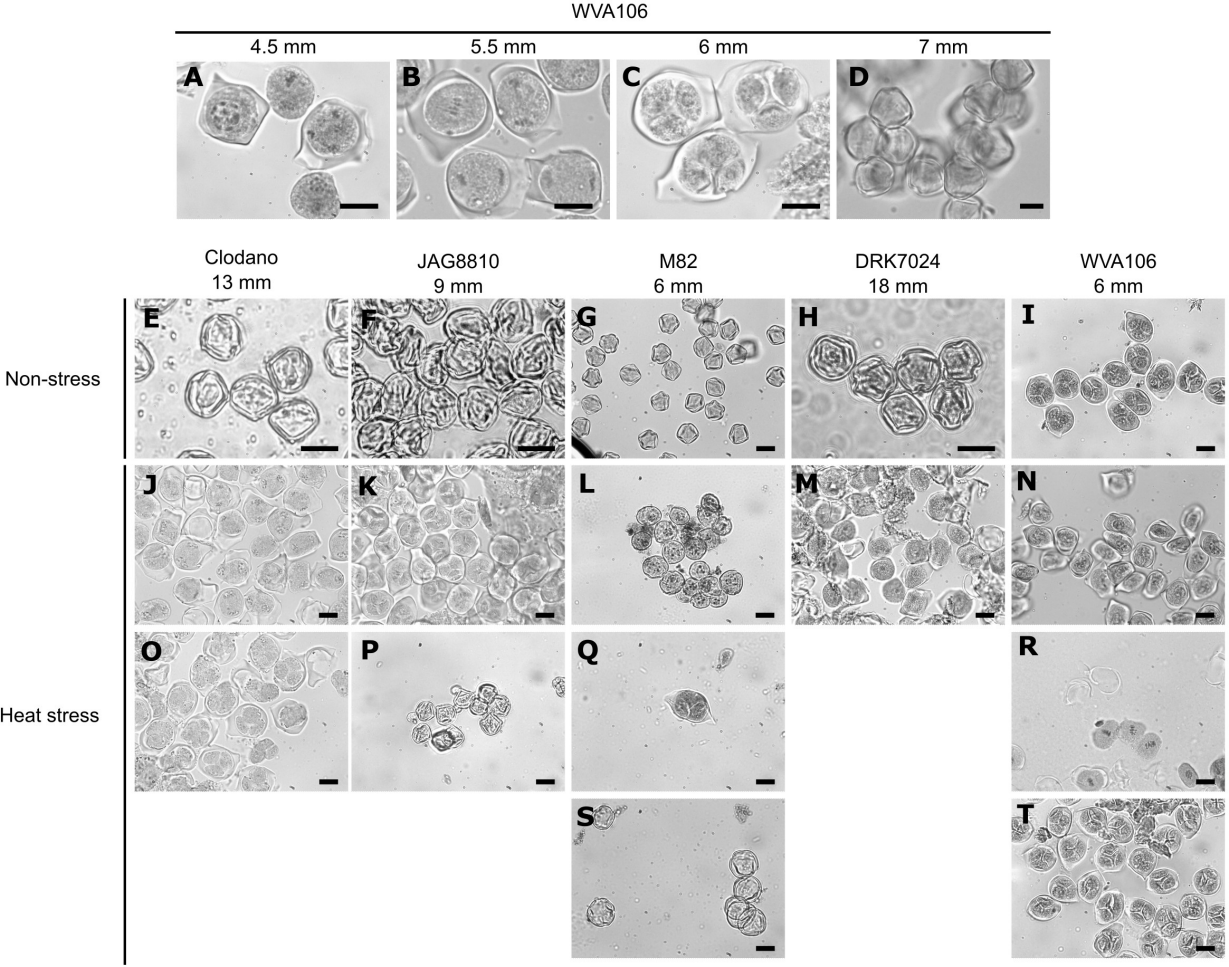
Histological analyses of pollen development in relation with bud size under non-stress (NS) and heat stress (HS) conditions in different tomato cultivars. Pollen developmental stages observed are the following: microspore mother cell **(A–M, N)**; Meiosis **(B, J, R)**; Tetrad **(C, I, K, O, Q, T)**; Mature pollen grains **(D–H, P, S)**. Bar, 20µm.

These results were confirmed when reporting the size of the flower buds in relation to pollen developmental stage. In three cultivars (Clodano, DRK7024 and JAG8810), the stressed flower buds showed more size variability than in NS conditions for most pollen developmental stages and their length was significantly higher for Clodano and DRK7024 at the tetrad stage thus suggesting a delay in pollen development (**Figure 4**). Conversely, for a defined pollen developmental stage in WVA106 and M82, the floral bud size was not different between HS and NS indicating that pollen development was not delayed but rather desynchronized under HS condition in these two cultivars (**Figure 4**). Altogether, these results indicate that pollen development is either delayed (Clodano, DRK7024) and/or desynchronized (Clodano, JAG8810, M82, WVA106) by HS with a clear effect at the tetrad stage and regardless of the observed tolerance to the HS in terms of pollen germination capacity as determined in **Figure 2**.

**Figure 4:**
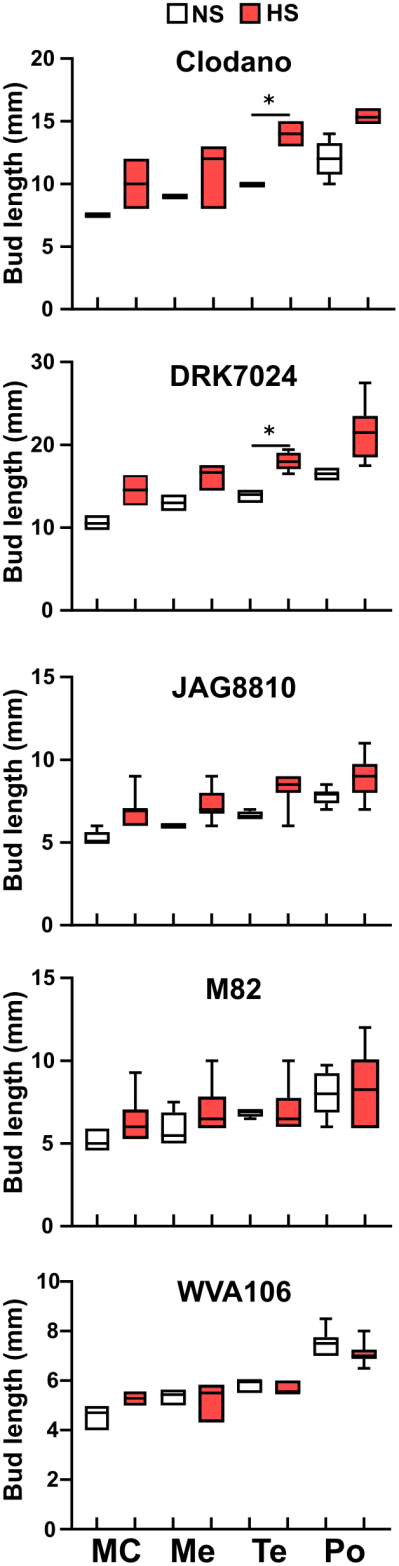
Size of floral buds for a defined pollen developmental stage in Clodano, DRK7024, JAG8810, M82, WVA106. MC, microspore mother cell; Me, Meiosis; Te, Tetrad; Po, Mature Pollen. * p-value<0.05 (Kruskal Wallis test).

### 3.3 General transcriptomic response to HS

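Floral buds of 5 tomato cultivars were collected in NS conditions (24°C in the day and 18°C in the night) and under HS. HS was 35°C in the day and 25°C in the night for 3 weeks, with buds taken before its start and 20 days later. The paper does not say whether the NS buds are those taken before, so plant age and sampling day may differ between NS and HS. The libraries labelled TFB came from buds of 6 to 17 mm and those labelled PFB from buds of 8 to 20 mm, chosen by a length set for each cultivar and treatment (Table S1). For each cultivar, stage and treatment, 3 biological replicates were sequenced, which gives 60 libraries in 20 groups. TFB and PFB are used as in the deposited labels. An exchange of these names with those of the paper is left open (see the observations at the end). The authors cleaned the reads with Trim Galore, mapped them with STAR and counted them per gene with featureCounts. The deposited values are raw counts for 36573 genes, with 3 sequencing runs for each library, and the runs were summed here. Across the runs of a library, the chi-square per degree of freedom was 1.08 to 1.14, whereas it was 3.02 to 81.9 between pairs of replicates. The libraries held 12226758 to 21159538 counts, with a median of 14292881. The median of a group ranged from 12814818 for PFB of WVA106 in NS to 16840639 for PFB of Clodano in NS. In a library, 23566 to 26038 genes were detected, and the 10 most abundant genes took 2.92% to 5.14% of the counts. DEGs between HS and NS were called with the quasi-likelihood test of edgeR on TMM-normalized counts, in a model with a mean for each of the 20 groups. The thresholds were those of the paper: an adjusted p-value under 0.05, an absolute log2 fold change above 1, and a mean normalized count of at least 10 in HS for up-regulated and in NS for down-regulated genes. The deposited gene identifiers begin with Sly, and no table at hand pairs them with gene names or with the Solyc identifiers of the paper.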

To identify the molecular pathways differentially regulated in the floral buds of different tomato cultivars under HS, we carried out a genome-wide transcriptomic analysis by RNAseq on the five previously studied cultivars at two developmental stages: tetrad stage (tetrad floral bud, TFB) and pollen mature stage (pollen floral bud, PFB).

Following quality check and pre-processing of the sequence data, the reads were mapped against the SLmic1.0 tomato reference genome (gene model version 1.1). 

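The first axis of a principal component analysis separated the stages. For the 500 most variable genes on the log scale used here, the second axis followed cultivar, with overlap between some of the cultivars. The analysis took the 500 most variable genes of the 60 libraries, as log2 CPM (counts scaled to library size). The first component held 70.2% ± 2.82 of the variance (SD over the 3 replicate numbers, each analysed alone), and stage accounted for 95.8% of the variation along it. The second component held 8.45% ± 0.637 (SD over the same 3), of which cultivar accounted for 96.3% and treatment for 0.620%. With the variance stabilizing transformation of DESeq2 in place of the log scale, the second component held 10.5% and treatment accounted for 79.0% of it. With all genes in place of the 500 most variable, the second component held 14.3% and treatment accounted for 81.9% of it. Within PFB alone, treatment accounted for 63.0% of the second component, and within TFB alone it accounted for 42.6% of the fourth. The library with the highest correlation to a given library was of the same cultivar and stage for 60 of 60 libraries, and of the same treatment as well for 57. The exceptions were replicate 1 of TFB of JAG8810 in HS, replicate 2 of PFB of Clodano in HS and replicate 3 of PFB of JAG8810 in NS. Replicate 1 of PFB of JAG8810 in NS had a first-component score of 12.1, between the other PFB libraries, at 45.6 or more, and the TFB libraries, at -18.1 or less.

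**Figure D1:**
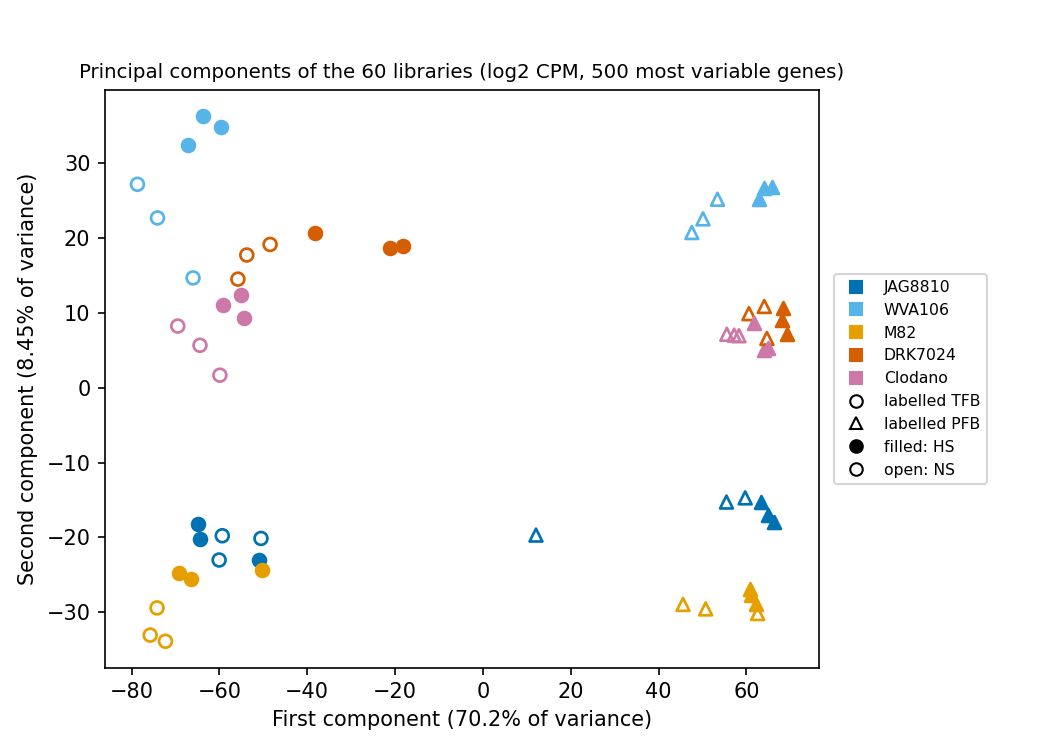
Scores of the 60 libraries on the first (horizontal) and second (vertical) principal component of log2 CPM, 500 most variable genes, with each point a library, colours for cultivars, circles for TFB, triangles for PFB, and filled marks for HS. The axis titles give the percent of variance. TFB libraries lie at -18.1 or less on the horizontal axis and PFB libraries at 12.1 or more.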

PCA of the RNA sequencing data showed that the samples clustered together according to both developmental stages and growth conditions factors explaining, respectively, about 60% and 10% of the whole variance (**Figure S4**). In TFB and PFB, the transcriptomic profiles corresponding to samples subjected to HS were clearly separated from the ones in NS conditions, indicating that the simulated chronic HS triggered a transcriptional response in all cultivars.

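With the effect of HS averaged over the 5 cultivars, 1509 genes were up-regulated and 1070 down-regulated in TFB, and 1815 were up-regulated and 819 down-regulated in PFB. For each stage and direction, the gene given here is the one with the largest mean change among those that were DEGs in all 5 cultivars. In TFB, Sly02g0317741 went from 86.4 ± 148.6 normalized counts in NS to 1204 ± 330.7 in HS (SD, n = 15 libraries). The log2 fold change averaged over the 5 cultivars was 5.99 (standard error 0.347, adjusted p = 1.36e-18 from edgeR), with 1.90 to 8.82 in single cultivars. It averages the cultivars on the log scale, so it is not the ratio of the pooled means. Sly02g0323971 went from 1906 ± 1639 to 36.2 ± 18.9 normalized counts in TFB (SD, n = 15). Its mean log2 fold change was -5.37 (standard error 0.364, adjusted p = 3.54e-16), with -6.62 to -3.01 in single cultivars. The standard errors given here were derived from the test statistic. They reflect the spread between replicates within groups, not that between cultivars. In PFB, Sly08g0275721 went from 0.638 ± 0.775 to 30.8 ± 20.5 normalized counts (SD, n = 15), a mean log2 fold change of 5.71 (standard error 0.672, adjusted p = 2.07e-10) that rests on few counts in NS. Sly10g0161811 went from 1018 ± 535.2 to 37.99 ± 20.5 normalized counts in PFB (SD, n = 15). Its mean log2 fold change was -4.68 (standard error 0.319, adjusted p = 9.97e-16), with -6.06 to -3.44 in single cultivars. Some genes did not reach an adjusted p-value under 0.05 for a difference between PFB and TFB in NS. Among these, the mean effect of HS covered 693 up-regulated and 201 down-regulated genes in TFB, and 737 and 245 in PFB. Fewer genes enter here, so a lower count than over all genes does not show a weaker effect of HS. From the separation of HS from NS profiles at both stages, the paper concludes that the chronic HS changed transcription in all the cultivars.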

Differentially expressed genes (DEGs) in HS versus NS conditions were computed for each condition and for each developmental stage as described in materials and methods. 

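Of the genes counted, 30262 had at least 1 count in a library, and 23785 passed the low-count filter of edgeR and were tested. In at least 1 of the 10 comparisons of HS with NS, 7892 genes were differentially expressed.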

The RNA-seq analysis yielded a total of 26017 expressed genes among which 3647 were significantly differentially expressed (adjusted p-value<0.05, 1<Log2FC< -1) across the five cultivars at the two stages and between the two growth conditions (**Table S2**). To analyze the global response to HS at each developmental stage independently of the cultivar considered, the down- or up-regulated genes from all cultivars were pooled and classified based on their GO annotation focusing on biological processes. In both PFB (1415 up and 1420 down, **Table S3**) and TFB (1369 up and 929 down, **Table S3**), most DEGs having enhanced or decreased expression in response to HS belonged to GO classes linked to response to stimulus, response to stress and response to abiotic stimulus (GO:0050896; GO:0006950 and GO:0009628 respectively) corresponding to 20 to 40% of the set of genes with an associated GO term in the studied list (**Table S4**). 

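Pooled over the 5 cultivars, 3430 genes were up-regulated and 2771 down-regulated in the libraries labelled TFB. In the libraries labelled PFB, 3436 genes were up-regulated and 1809 down-regulated. A gene that is a DEG in several cultivars is counted once, and a gene that was up-regulated in a cultivar and down-regulated in another is counted in both directions. GO classes could not be assigned to these DEGs, since no table at hand pairs their identifiers with an annotation.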

As expected, the categories “response to heat” (GO:0009408) and “cellular response to heat” (GO:0034605) were found enriched in the upregulated DEGs. Additionally, “response to reactive oxygen species” (ROS, GO:0000302), “response to oxygen-containing compound” (GO:1901700) and “cellular response to oxygen-containing compound” (GO:1901701) were enriched categories, containing around 15% of the PFB and TFB up-regulated genes. Interestingly, down-regulated genes corresponding to the GO class, term or category “sporopollenin biosynthetic process” (GO:0080110) were found enriched in PFB suggesting that pollen development might be affected. This global analysis thus reveals that the floral buds at both tetrad and pollen developmental stages were severely affected by the HS resulting in an oxidative stress.

We then analyzed the DEGs commonly up- or down-regulated between PFB and TFB stages. 

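Of 4858 genes up-regulated in TFB or PFB in at least 1 cultivar, 2008 (41.3%) were up-regulated at both stages. Of 3478 genes down-regulated at either stage, 1102 (31.7%) were down-regulated at both. Lists of these sizes drawn independently from the genes tested would share 495.5 up-regulated and 210.8 down-regulated genes. Such a draw takes every gene as equally likely to be called, although the thresholds favour genes with enough counts. An excess over it does not by itself show a shared response. Without replicate 3 of every group, the lists shared 1259 up-regulated and 691 down-regulated genes.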

820 out of 1964 (42%) and 534 out of 1815 (29%) DEGs were found to be commonly up-regulated and down-regulated, respectively in PFB and TFB samples, highlighting the response similarity to HS independently of the developmental stage (**Figures 5A, B**). Most DEGs with enhanced expression in response to HS belonged to GO classes linked to response to stimulus such as response to heat (GO:0009408, GO:0034605) including 16 HSPs, response to ROS (GO:0000302 and GO:1901700) including ACC-oxidases, ascorbate peroxidase and catalases, and cellular processes such as protein folding (GO:0006457 and GO:0042026) (**Figure 5C**; **Table S5**). For the down-regulated DEGs, the GO enrichment analysis revealed mainly classes related to metabolic processes such as photosynthesis (GO:0009765). These results indicated that the global tomato transcriptome response at both TFB and PFB stages is largely common and suggested that both tissues undergo inhibition of photosynthetic processes.

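The effect of HS also differed between the stages for part of the genes. The contrast of the mean effect in PFB with that in TFB gave 514 genes with a higher and 261 with a lower log2 fold change in PFB, at the same p-value and fold thresholds and with no minimum count. DESeq2 gave 404 genes with a lower log2 fold change in PFB, and without replicate 3 of every group the counts were 320 and 164. The stages are those of the deposited labels, and an exchange of their names would reverse these directions. From the DEGs shared by TFB and PFB and their GO classes (Figure 5), the paper concludes that the response at both stages is largely common, and it proposes that photosynthetic processes are inhibited in both tissues.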

**Figure 5:**
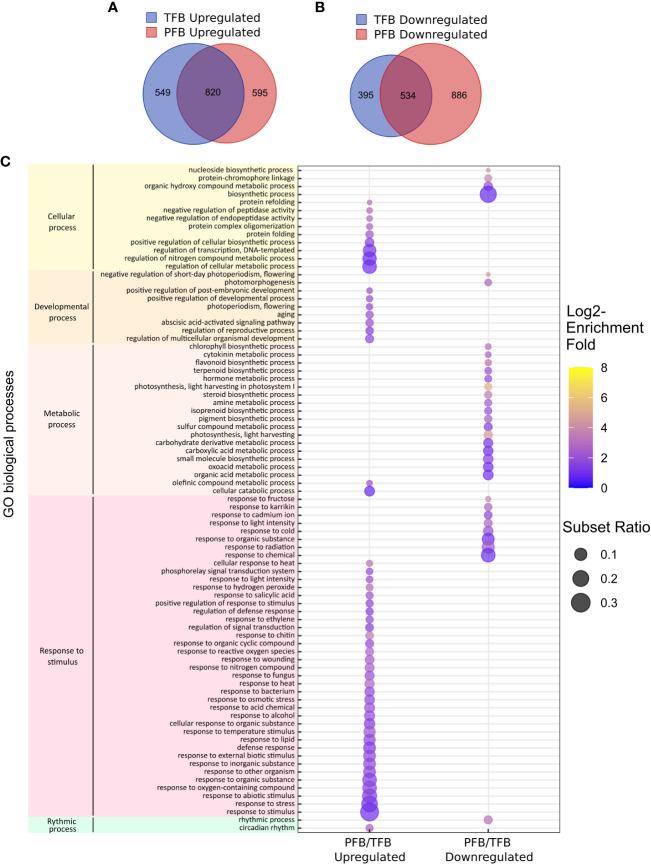
Global transcriptome response to HS in all tomato cultivars. **(A, B)** Venn diagram presenting the overlap of DEGs between upregulated **(A)** and downregulated **(B)** genes between TFB and PFB stages in all cultivars. **(C)** Gene ontology (GO) enrichment analyses of the common DEGs between PFB and TFB. The dot size is representative of the number of DEGs associated with the process and the fold enrichment is according to a heat map (dot color).

### 3.4 Cultivar specific and common transcriptomic response to HS

To further evaluate the common and specific responses to HS between cultivars, we identified the DEGs in the different tomato cultivars under HS condition. 

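In the libraries labelled TFB, JAG8810 had the fewest DEGs of the 5 cultivars, 1485, with 941 up-regulated and 544 down-regulated. The paper has the fewest for WVA106 in TFB and for JAG8810 in PFB. An exchange of the stage names between labels and paper is left open, and it would swap the stages in what follows. WVA106 had 2368 DEGs in TFB (1087 up-regulated and 1281 down-regulated). M82 had 2755 (1602 up-regulated and 1153 down-regulated), DRK7024 had 3129 (1435 up-regulated and 1694 down-regulated) and Clodano had 2856 (1678 up-regulated and 1178 down-regulated). Each comparison had 3 libraries in HS and 3 in NS, and single libraries moved a count by more than 1.5 times. For JAG8810 there were 1435 up-regulated and 966 down-regulated genes without replicate 1 of HS, 355 and 210 without replicate 3 of HS, and 588 up-regulated genes without replicate 1 of NS. For WVA106 there were 628 up-regulated genes without replicate 2 of NS, and for M82 there were 937 up-regulated and 735 down-regulated genes without replicate 2 of HS. JAG8810 was not the lowest in every repeat, since it had 2032 DEGs against 1991 for WVA106 without replicate 1 of every group, and 2401 without replicate 1 of its own HS libraries. No test compared the counts of the cultivars with each other.

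**Figure D2:**
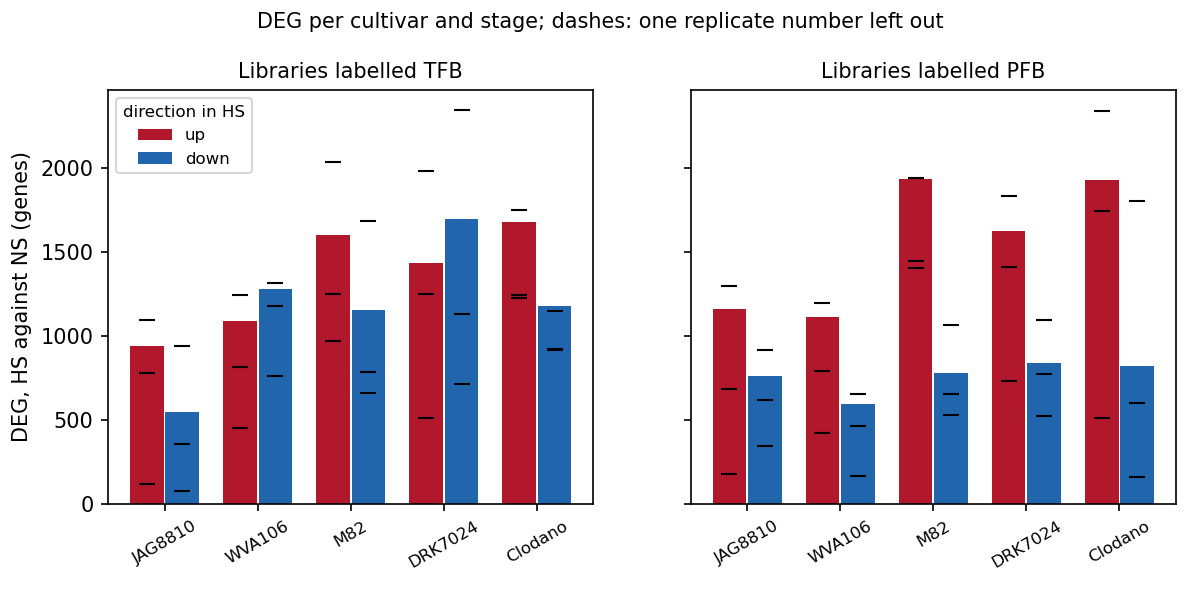
Number of up-regulated (red) and down-regulated (blue) DEGs in HS against NS (vertical axis) for each cultivar (horizontal axis) in TFB (left) and PFB (right). Bars give the count with all libraries and dashes the counts with a replicate number left out of every group. In TFB the bars of JAG8810 reach 941 up-regulated and 544 down-regulated genes.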

At the TFB stage, we found 872 and 742 DEGs for JAG8810 and WVA106, respectively, considered as pollen tolerant cultivars *i.e.* cultivars for which the pollen germination rate was lowly affected under HS, and 1233, 1089 and 1293 DEGs for M82, DRK7024 and Clodano, respectively, considered as pollen sensitive cultivars *i.e.* cultivar for which the pollen germination rate was highly reduced under HS (**Table S3**). 

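In the libraries labelled PFB, WVA106 had the fewest DEGs of the 5 cultivars, 1710, with 1114 up-regulated and 596 down-regulated. JAG8810 had 1920 DEGs in PFB (1161 up-regulated and 759 down-regulated). M82 had 2712 (1935 up-regulated and 777 down-regulated), DRK7024 had 2457 (1620 up-regulated and 837 down-regulated) and Clodano had 2751 (1929 up-regulated and 822 down-regulated). The lowest place turned with single libraries. JAG8810 had 1329 DEGs without replicate 1 of NS, 1418 without replicate 2 of NS, and 1049 and 1640 without replicate 1 or 3 of HS. DRK7024 had 1532 and WVA106 1990 without replicate 1 of their HS libraries. In these repeats the cultivar had a library less than the others, which by itself can lower its count. JAG8810 was also the lowest without replicate 1 of every group, at 523 against 1848 for WVA106, and in the test against a log2 fold change of 1, at 197 against 288, and in a fit of the 6 libraries alone it was Clodano, at 1119. With all libraries, up-regulated DEGs outnumbered down-regulated ones in each cultivar at this stage, and for JAG8810 this turned without replicate 1 of every group (180 up-regulated and 343 down-regulated) and in the test against a log2 fold change of 1 (72 and 125). The up-regulated genes of JAG8810 were 757 without replicate 1 of NS and 527 without replicate 1 of HS, those of DRK7024 were 940 without replicate 1 of HS, and the down-regulated genes of WVA106 were 365 without replicate 3 of HS. The down-regulated genes of Clodano were 466 without replicate 1 of HS, 1787 without replicate 2 and 521 without replicate 3.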

At the PFB stage 587 and 1402 DEGs were found for JAG8810 and WVA106 respectively, and 1327, 1418 and 1388 for M82, DRK7024 and Clodano respectively. We then compared the DEGs found in the five cultivars at each developmental stage. The Venn diagram of the up-regulated genes in TFB showed that 147 genes were common between all cultivars which represent between 17% (for Clodano) and 32% (for WVA106) of the up-regulated DEGs (**Figure 6A**; **Table S6**). 

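In the libraries labelled TFB, 115 genes were up-regulated in all 5 cultivars, where independent lists of the same sizes would share 0.0123 genes. That figure takes every gene tested as equally likely to be called, so an excess over it does not by itself show a shared response. They made up between 6.85% (for Clodano) and 12.2% (for JAG8810) of the up-regulated DEGs of a cultivar. The count was 45 without replicate 2 of every group and 15 without replicate 3. Another 342 genes were up-regulated in 4 of the cultivars.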

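In the libraries labelled PFB, 347 genes were up-regulated in all 5 cultivars, where independent lists of the same sizes would share 0.0244 genes, a figure with the same limit. They made up between 17.9% (for M82) and 31.1% (for WVA106) of the up-regulated DEGs of a cultivar. The count was 63 without replicate 1 of every group and 83 without replicate 3. It was 246 without replicate 1 of PFB of JAG8810 in NS alone, the library that lies between the stages in the principal component analysis.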

In PFB, 57 genes were found common between the five cultivars representing between 7% (for M82) and 15% (for JAG8810) of the up-regulated DEGs (**Figure 6B**; **Table S6**). 

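In the libraries labelled TFB, 343 genes were up-regulated in JAG8810 and in no other cultivar. The number up-regulated in a single other cultivar was 259 for DRK7024, 352 for WVA106, 355 for M82 and 378 for Clodano. Without replicate 3 of every group, the count for JAG8810 was 60. With a replicate number left out, the counts ranged from 171 to 679 for WVA106 and from 98 to 468 for DRK7024. In PFB, 54 genes were up-regulated in JAG8810 alone, and 20 without replicate 1 of every group. A gene counted here passed the thresholds in a single cultivar, and the difference between that cultivar and the others was not tested gene by gene.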

Interestingly only 13 out of 502 genes were found specifically up-regulated in JAG8810 indicating that the response at this stage in this cultivar is almost completely shared by the others. Concerning the down-regulated DEGs, 97 genes (representing between 20% for DRK7024 and 34% for WVA106) and 69 genes (representing between 9% for DRK7024 and 32% for JAG8810) were commonly down-regulated in TFB and PFB, respectively, between all cultivars (**Figures 6C, D**; **Table S6**).

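In TFB, 175 genes were down-regulated in all 5 cultivars, between 10.3% (for DRK7024) and 32.2% (for JAG8810) of the down-regulated DEGs of a cultivar. In PFB, 169 genes were down-regulated in all 5, between 20.2% (for DRK7024) and 28.4% (for WVA106). Independent lists of the same sizes would share 0.00501 genes in TFB and 0.000756 in PFB, if every gene tested were equally likely to be called. The count in TFB was 60 without replicate 2 of every group and 8 without replicate 3, and that in PFB was 101 without replicate 1 and 25 without replicate 3.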

**Figure 6:**
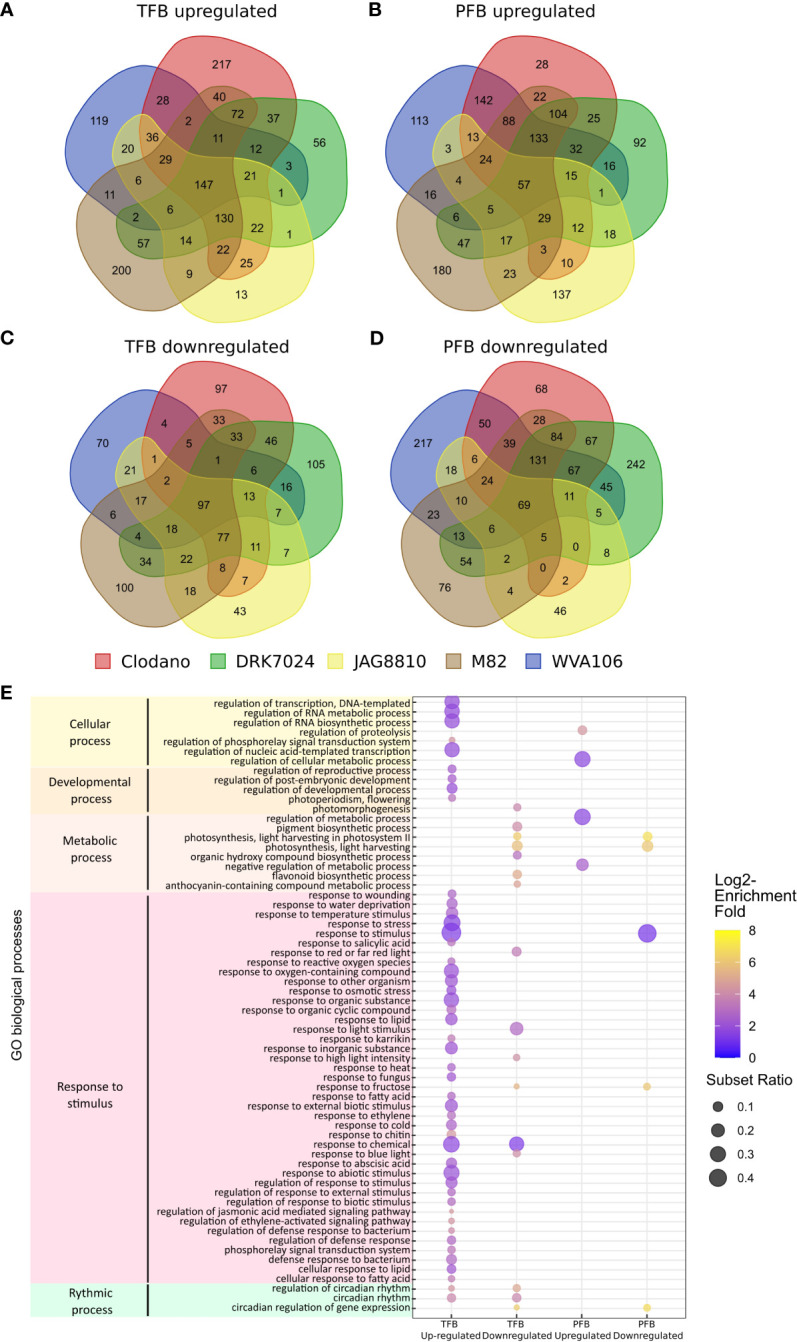
Common transcriptome response to HS between all cultivars. **(A–D)** Venn diagram presenting the overlap of DEGs between all cultivars: upregulated genes in TFB **(A)** and in PFB **(B)**; downregulated genes in TFB **(C)** and in PFB **(D)**. **(E)** Gene ontology (GO) enrichment analyses of the common DEGs between all cultivars. The dot size is representative of the number of DEGs associated with the process and the fold enrichment is according to a heat map (dot color).

The 147 commonly up-regulated DEGs identified in TFB were mainly involved in response to stimulus (GO:0050896) with 49% of the set of the genes with an associated GO term in the studied list (**Figure 6E**; **Table S7**). As expected, the GO term “response to heat” (GO:0009408) and “response to oxygen-containing compound” (GO:1901700) were found enriched. Similarly, GO terms corresponding to hormonal responses including abscisic acid (GO:0009737), salicylic acid (GO:0009751) and jasmonic acid (GO:2000022) were found. In these hormone-related categories, several genes belonging to the WRKY transcription factor family such as *WRKY80* (Solyc03g095770), *WRKY81* (Solyc09g015770) and *WRKY40* (Solyc06g068460) were found up-regulated. The WRKY family proteins are important actors in the regulation of transcriptional reprogramming associated with plant stress responses (Chen et al., 2012). At PFB stage, GO terms corresponding to metabolic process (GO:0019222) were found enriched among the 57 commonly up-regulated DEGs and include genes related to the redox pathway such as glutaredoxin (Solyc01g067460) encoding a small redox enzyme known to participate to abiotic stress tolerance (Wu et al., 2017). The GO enrichment of the down-regulated DEGs at both TFB and PFB stages revealed mainly photosynthesis-related genes (GO:0009765) such as Chlorophyll a-b binding proteins and oxidoreductase activity-related genes (GO:0016491) including peroxidase, indicating that both stages are affected in photosynthesis during HS. Altogether these results suggested that the common response to HS in the five cultivars mainly corresponds to the upregulation of HS response genes, oxidative stress and hormonal pathways and the down-regulation of photosynthesis related genes.

### 3.5 Expression of reproductive development related genes is altered under HS

The “regulation of reproductive process” (GO:2000241; 44 genes) and “developmental process involved in reproduction” (GO:000300; 130 genes) categories were found enriched in the pool of up-regulated and down-regulated DEGs, respectively, for all cultivars (**Table S8**) confirming that HS affected flower development. In the upregulated ones, we found genes related to flower development and inflorescence architecture such as *FRUITFULL-like MADS-box 1* (Solyc06g069430) previously described as a regulator of flowering time and inflorescence architecture in tomato (Jiang et al., 2022) but these genes were found upregulated in the pollen sensitive cultivars Clodano TFB and DRK7024 and M82 PFB. In the downregulated ones, *SlPHD_MS1* (Solyc04g008420) a PHD-type transcription factor involved in pollen formation and tapetum development (Gökdemir et al., 2022) was found downregulated in the TFB of WVA106 and JAG8810 pollen tolerant cultivars only. Interestingly, more genes corresponding to “regulation of reproductive process” were found up-regulated in pollen sensitive (52 for Clodano; 53 for DRK7024; 44 for M82) than in pollen tolerant (29 for WVA106 and JAG8810) cultivars (**Figure 7A**). In addition, the mean log2-fold change between NS and HS conditions of the common DEG belonging to this category was higher for Clodano (sensitive) than WVA106 (tolerant) in TFB and for Clodano and DRK (both sensitive) than for JAG8810 and WVA106 (both tolerant) cultivars in PFB (**Figure 7B**). This observation suggests that the pollen sensitive cultivars might be more affected in their reproductive development than pollen tolerant cultivars.

**Figure 7:**
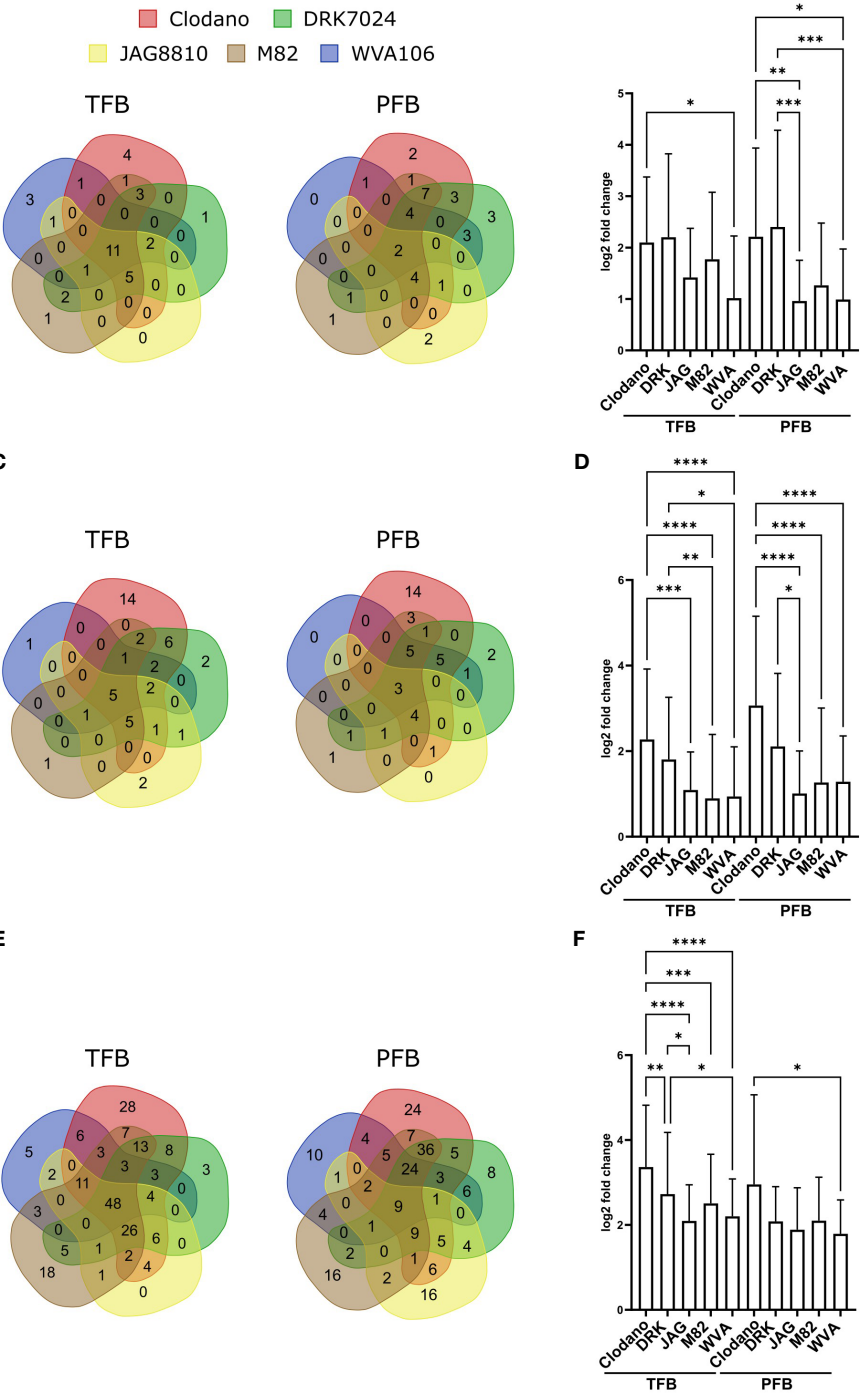
Reproductive process-, HS- and ROS-related genes response to HS between cultivars. **(A, C)** Venn diagrams presenting the overlap of up-regulated reproductive process **(A)** HS-**(C)** and ROS-**(E)** related genes between all cultivars. **(B, D, F)** Mean log2-fold change of up-regulated reproductive process- **(B)**, HS-**(D)** and ROS-**(F)** related genes between all cultivars in TFB and PFB. p-value *<0,05; **<0,01; ***<0,001; ****<0,0001 (Kruskal Wallis test).

Given the fact that the applied HS affects pollen development, we further examined the transcriptional expression of several genes expressed during tomato pollen development (Chaturvedi et al., 2013) under NS and HS conditions. We also included in our dataset genes proposed to be related to tomato pollen- and tapetum development (Jeong et al., 2014; Liu et al., 2019). Few genes specifically expressed during anther development and in the microspore were found to be down-regulated under HS in several cultivars (**Table S9**). However, no clear specific response could distinguish the pollen sensitive versus pollen tolerant cultivars.

### 3.6 Expression of *HSPs* and *HSFs* genes is altered under HS

Among the genes up- and down-regulated, we identified a high number of *HSPs* (heat shock proteins) encoding chaperone proteins and *HSFs* (heat shock factors) encoding DNA-binding proteins, known to be HS-related genes. Forty-eight and 44 out of 208 tomato HS-related genes (Keller et al., 2018) were found up-regulated in at least one cultivar in TFB and PFB, respectively, for a total number of 50 genes at both stages (**Table S10**). Interestingly, more HS-related genes were found upregulated in pollen sensitive (45 for Clodano; 33 for DRK7024; 22 for M82) than in pollen tolerant (20 for WVA106 and 20 for JAG8810) cultivars and only few were common between all five cultivars suggesting a specific response of each cultivar (**Figure 7C**). Moreover, for the up-regulated HS-related genes in all cultivars, despite a similar absolute expression level under NS conditions, the mean log2-fold change between NS and HS conditions in pollen sensitive cultivars was higher than in pollen tolerant cultivars for the two stages analyzed (**Figure 7D**) suggesting that the sensitive cultivars might sense the stress in a stronger manner.

### 3.7 Expression of ROS-related genes is altered under HS

Out of 1860 DEGs, a total of 259 genes related to the response to oxygen-containing compound GO (GO:1901700) were up-regulated at both stages in all cultivars (**Table S11**). Forty-eight out of 210 in TFB and only 9 out of 212 were common between all cultivars suggesting a specific response of each cultivar in terms of ROS related genes (**Figure 7E**). Moreover, as for HS related genes, the mean log2-fold change between NS and HS conditions in pollen sensitive cultivars was higher than in pollen tolerant cultivars for the two stages analyzed (**Figure 7F**). Genes encoding ROS scavenging enzymes such as the Ascorbate peroxidase (Solyc09g007270), was found upregulated in HS condition. Antioxidant enzymes such as catalases (Solyc04g082460 and Solyc12g094620) were upregulated under HS and Solyc12g094620 displayed higher expression levels under NS condition in pollen tolerant cultivars compared to pollen sensitive cultivars in both TFB and PFB stages (between 2.1- and 2.6-fold increase in TFB and between 1- and 2-fold in PFB). Moreover, enzymes involved in ROS detoxification such as the iron superoxide dismutase (Solyc06g048410) were found up-regulated.

## 4 Discussion

### 4.1 Various tomato cultivars respond unequally to HS

The effects of different types of stresses, including HS, on flower development have been studied for a long time. It is known that the optimal temperature for growing tomato plants is 25°C during the day and 20°C at night (Alsamir et al., 2017). For sensitive tomato cultivars, if the temperatures exceed 26°C during the day and 20°C during the night, floral development is altered, with, in particular, a reduction in pollen production, viability and germination capacity of pollen grains, leading to impaired fruit set and to lower number of seeds per fruit, and, therefore, reduced fruit yield (Firon et al., 2006). Because the response to stress varies widely between genotypes (Gonzalo et al., 2021), gaining deeper knowledge of the developmental and molecular response of various cultivars may provide clues for innovative breeding strategies aiming at improving commercial tomato cultivars for better adaptability to climate change. In the present work, we investigated the responses to HS in eleven tomato cultivars producing fruits of different sizes and shapes. Observation indicates that one of the most characteristic effects of HS on floral morphology is stigma exertion, which negatively impacts self-pollination due to the excessive elongation of the styles minimizing pollen access to the stigmas and reducing fertilization, and consequently decreasing fruit yield and fruit quality (Fernandez-Muñoz and Cuartero, 1991; Giorno et al., 2013). A similar response was previously described in the tomato cultivar Micro-Tom (Pan et al., 2019) and the wild species *S. pimpinellifolium*, *S. pennellii* and *S. chilense* (Alsamir et al., 2017) as a consequence of increased temperature. Interestingly, we only observed this effect in the cultivar Sassari. The absence of stigma exertion in the other cultivars could be explained by the milder stress applied in our study compared to the harsh heat condition used in previous studies 35°C/30°C and 16 h/8 h day/night for 12 days in Pan et al. (2019) and two months in a tunnel house with a maximum of 50°C and a minimum of 30°C in Alsamir et al. (2017). The pistil exertion in the Sassari cultivar could thus indicate that this cultivar is very sensitive to HS. This high sensitivity is also highlighted by the absence of pollen germination under the HS conditions we applied (**Figure 2**). As previously observed (Giorno et al., 2013), HS triggered additional morphological alterations including curled petals and sepals, and early opening of the sepals and petals depending on the cultivar. The morphological observations after HS thus reveal that the cultivars respond differently to the stress applied.

### 4.2 HS affects pollen germination in all cultivars but with different ranges

Pollen is easily damaged by exposure to HS (Bita et al., 2011; Paupière et al., 2017; Rieu et al., 2017). The exposure of tomato plants to high temperatures has three effects on pollen grains: a reduction in the number of grains and a reduction in germination and viability (Pressman et al., 2002). The impact of HS on pollen germination was described previously in many species such as in rice (Coast et al., 2016), sorghum (Sunoj et al., 2017), peanuts (Kakani et al., 2002), spring wheat (Bheemanahalli et al., 2019) and tomato (Sherzod et al., 2020). Thermotolerant tomato cultivars have been defined as plants with higher yield, high quantity of viable pollen grains, and higher germination capacity under HS conditions when compared to thermosensitive plants (Firon et al., 2006). In our study, we found that two cultivars were possibly thermotolerant, namely WVA106 and JAG8810, since they maintain high pollen germination under HS. However, these two cultivars differ greatly with regard to their germination capacity under NS conditions (82.7% and 23.4%, respectively). Such a variability between tomato cultivars has already been reported and can be attributed to differences of pollen germination capacity between genotypes (Gentile et al., 1971; Huner and VAN Huystee, 1982; Abdul-Baki and Stommel, 1995). These variations were also observed in other studies as in spring wheat (*Triticum aestivum*) where pollen germination of 22 cultivars was compared and a germination percentages of 87% maximum and 30% minimum were observed (Bheemanahalli et al., 2019). The decrease in the capacity of pollen to germinate under HS conditions is probably due to damages in the physical structure of pollen, pollen wall composition or lower energy (sugar) status (Jiang et al., 2015; Sita et al., 2017; Sunoj et al., 2017; Djanaguiraman et al., 2018; Jagadish et al., 2021). JAG8810 might be more thermotolerant than WVA106 since the decrease of pollen germination was less important than for WVA106. In other cultivars, we found that pollen germination was lower than 10%, a very low rate probably leading to reduced seed set and yield, parameters we could not evaluate since we sampled the floral buds. These findings indicate that these 9 cultivars are sensitive to the stress applied when considering the pollen germination trait. For that trait too, it seems that the genetic background influences differently the response to HS.

### 4.3 HS affects pollen development in the sensitive cultivars

Pollen grains are formed inside the anthers through a series of developmental steps from microsporocyte meiosis to pollen release (Gómez et al., 2015). In general, pollen development is synchronized until microsporocyte meiosis I, and sometimes until meiosis II (Brukhin et al., 2003). Cell division synchronization is necessary for successful and coordinated pollination and fertilization (Magnard et al., 2001). Specifically, an environmental stress (extreme temperature or drought) induces asynchrony during pollen development and gives rise to meiotic abnormalities (Pécrix et al., 2011; De Storme and Geelen, 2020). When cultivated under continuous mild heat, a simultaneous reduction in pollen viability and appearance of anthers with pistil-like structures was observed in tomato indicating that HS impairs anther development (Müller et al., 2016). In our study, we show that pollen development is affected at very early stages by HS, impairing meiosis and leading to a delay or a desynchronization of pollen development depending on the cultivar considered.

### 4.4 Global transcriptome responses to a chronic heat stress in the five tomato cultivars

Anther and pollen development are the major flower parts being sensitive to HS (Thakur et al., 2010; Zinn et al., 2010; De Storme and Geelen, 2014), but sepals have been shown to play important roles in protecting inner floral organs from various stresses including HS (Chen et al., 2019) showing that HS affects the whole floral bud. Under the chronic heat stress we applied, not only pollen development and germination were affected in the eleven tomato cultivars, but also floral bud development and morphology were too (**Figure 1**). In order to further explore the gene expression changes in the floral buds of different tomato cultivars under HS, we performed a comparative RNAseq analysis on entire floral buds to reveal the differential gene expression in floral buds at tetrad stage (tetrad floral bud, TFB) and pollen mature stage (pollen floral bud, PFB) in five cultivars with contrasted pollen development tolerance to the HS. The transcriptome analysis revealed that similar stress-related processes were differentially regulated despite the phenotypic differences between the cultivars. In total, 244 and 126 genes were found differentially expressed similarly in all five cultivars under HS at TFB and PFB stages, respectively. In addition, the global transcriptome response at both TFB and PFB stages was largely common. This common response to HS mainly corresponded to the upregulation of HS responsive genes, oxidative stress and hormonal pathways and the down-regulation of photosynthesis related genes. The existence of such a robust consensus molecular response over different genetic backgrounds has already been described to mild drought stress in developing Arabidopsis leaves (Clauw et al., 2015). These results not only strongly suggest that pollen tolerance to HS is linked to the ability of the plant to mitigate the HS effects through a higher expression of heat-response factors, but also by activating a common response for short term extreme HS and chronic HS exposure to moderate high temperatures.

### 4.5 Reproductive development related genes under chronic HS

In our dataset, we found genes corresponding to the regulation of reproductive process being enriched in the differentially expressed genes under HS in all cultivars. These genes showed a higher level of upregulation in pollen sensitive compared to pollen tolerant cultivars suggesting that this process is more affected in the pollen sensitive cultivars. By comparing our dataset with publicly available transcriptomics data describing genes related to tomato pollen- and tapetum development (Jeong et al., 2014; Liu et al., 2019), we found a few genes specifically expressed during anther development and in the microspore, being down-regulated under HS. For example, the strictosidine synthase gene (*SlSTR1, Solyc03g053130*), a stamen-specific gene triggering male-sterility when knocked-out (Du et al., 2020), was downregulated in all cultivars at TFB stage, suggesting that the decrease in its expression under HS could be related with altered anther development. However, we could not find a clear specific response distinguishing pollen sensitive versus pollen tolerant cultivars. A possible explanation is that, since we used the entire floral bud being a highly complex structure, our RNA-seq results highlighted the global response of floral buds to the HS, hiding the specific response of the pollen and other reproductive cell types. New technologies such as spatial transcriptomics or single-cell RNAseq could be used to reveal the specific response of the different cell types making the floral buds.

### 4.6 HSFs and HSPs related genes under chronic HS

Under a short HS treatment, the *HSP* and *HSF* genes are strongly induced and play important roles to protect the plant. HSPs act by maintaining the homeostasis of the plant as they have a chaperone activity to limit the misfolding of proteins, but also to protect protein complexes like photosystem II (Vierling, 1991; Tsvetkova et al., 2002; Waters, 2013). Their expression is mainly controlled by the HS transcription factors HSFs. Our global transcriptome analysis showed that all cultivars respond to a chronic HS by maintaining an increased expression of numerous *HSF* and *HSP* genes and a stronger upregulation in sensitive- compared to tolerant cultivars. Several of the commonly up-regulated genes found in our transcriptome have been already described as important factors for HS tolerance in male reproductive tissues and, particularly, at the tetrad stage such as the HsfA2 and HsfA6b (Fragkostefanakis et al., 2015). Additionally, several HSPs (Solyc02g088610, Solyc03g007890, Solyc03g113930, Solyc03g115230, Solyc11g066100, Solyc11g071830), up-regulated in one or multiple cultivars under HS, were previously identified as belonging to heat response QTLs in small-fruited tomato population suggesting that they play a general role in HS response in many tomato cultivars (Bineau et al., 2021). Therefore, our results fall in line with previous observations regarding changes in HSPs and HSFs expression under HS, and suggest that depending on the cultivar considered, the level and diversity of HS related proteins induced may vary, potentially resulting in the different responses observed.

### 4.7 ROS- and hormone-related genes under chronic HS

The ability of a plant organ to either prevent or repair HS-induced oxidative damage is an important component of thermotolerance. This ability is mainly mediated by the induction of ROS scavengers, such as APX, under HS conditions (Suzuki and Mittler, 2006). In the present study, we found 259 DEGs related to the response to ROS including antioxidant and ROS detoxification enzymes (ascorbate peroxidase, catalases and superoxide dismutase) induced in response to HS in floral buds of all cultivars at both developmental stages. For example, the ascorbate peroxidase gene (*Solyc09g007270*) was found up-regulated in several cultivars at both PFB and TFB stages. This gene has already been reported to be responding to HS in tomato microspores (Frank et al., 2009) and could contribute to pollen development thermotolerance in tomato.

Plant hormones signaling pathways, such as abscisic acid, ethylene, salicylic acid and jasmonic acid were proposed to play an important role in plant thermotolerance (Kotak et al., 2007). In particular, salicylic acid has previously been shown to be important for anther and pollen thermotolerance in tomato (Jansma et al., 2022). In our dataset, GO related to hormonal responses including abscisic acid, salicylic acid and jasmonic acid were found enriched indicating that these pathways are affected by the HS in tomato floral buds and the underlying genes could be interesting targets for HS tolerance. The WRKY transcription factor family is regulated by hormonal signaling and plays important roles in plant stress response including HS (Cheng et al., 2021). In pepper, *CaWRKY40* has been associated with HS tolerance and its expression is regulated by SA, JA and ethylene (Yang et al., 2022). In tomato, another member of the WRKY family, SlWRKY3 has been demonstrated to be a positive regulator of thermotolerance that activates the expression of a range of HS responsive genes involved in ROS scavenging (Wang et al., 2023). The *WRKY* genes identified as up-regulated under HS in our analysis could contribute to HS tolerance and are good candidates for future functional validation studies.

### 4.8 Conclusion

Our results showed that chronic HS is detrimental for pollen development in all tested tomato cultivars but the tolerance to HS widely varies between genotypes (**Figure 8**). The effects of global warming with the increase in heat waves magnitude and frequency on reproductive organ development thus need to be investigated using heat waves and chronic HS rather than extreme short high temperature-stress. The transcriptome dataset obtained in the present study revealed the complex response of tomato to heat and, especially the common response between five tomato cultivars. Among the up-regulated pathways, we could find a significant enrichment of GO terms related to the HS response but also to other functional categories related to photosynthesis, hormonal responses and reactive oxygen species demonstrating that tomato floral buds are commonly responding to HS through these pathways. Although the main HS response pathways were common in all cultivars studied, the number of differentially expressed genes and their expression level under HS was found highly variable depending on the genotype, suggesting that maintaining the level of transcript abundance could be important for HS tolerance. Investigating further this robust consensus response despite different phenotypic outputs under HS might be of great interest for agricultural applications.

**Figure 8:**
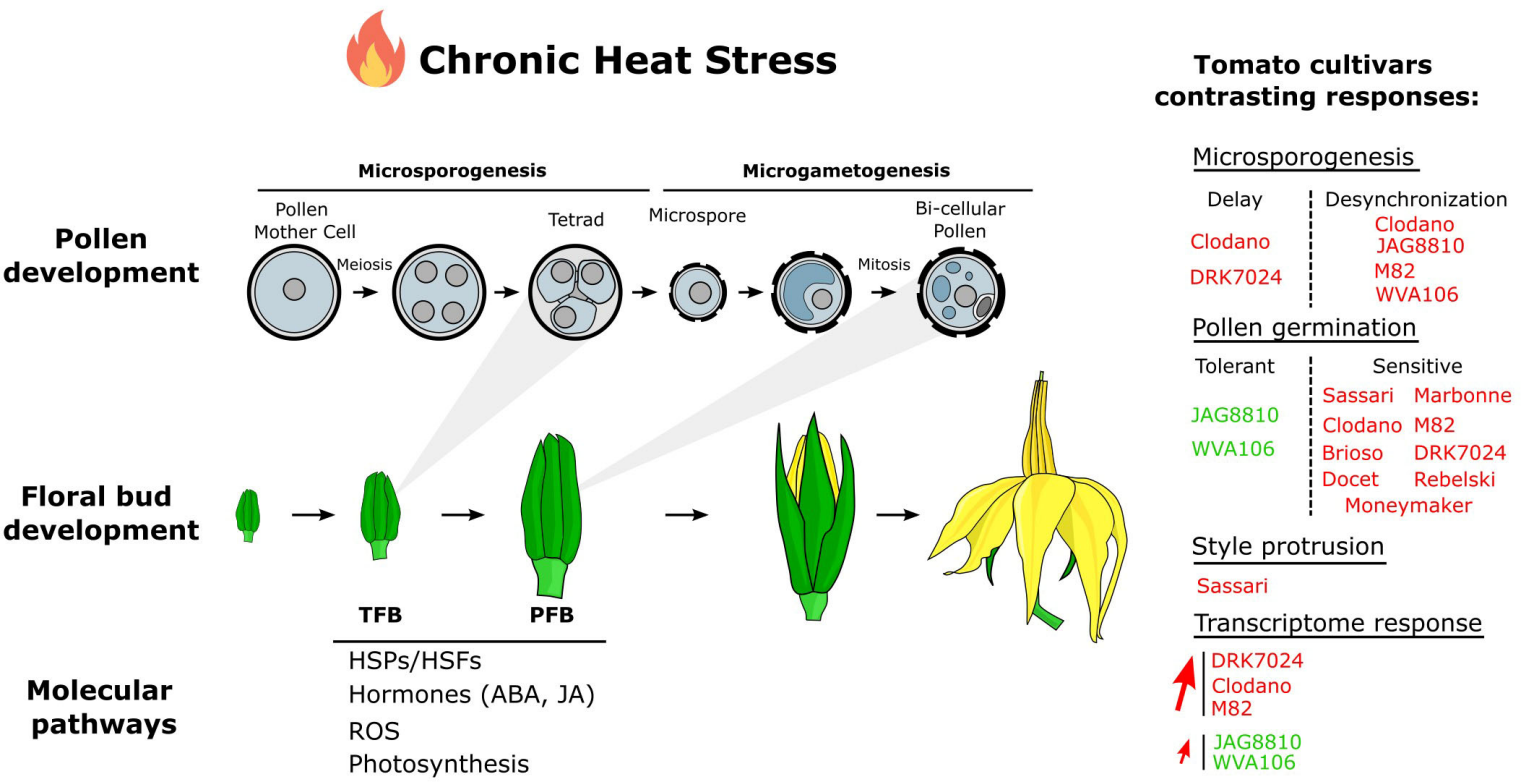
Model of tomato floral bud responses to a chronic HS.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author contributions

NB: Conceptualization, Data curation, Formal Analysis, Investigation, Methodology, Writing – original draft, Writing – review & editing. RM-P: Data curation, Formal Analysis, Investigation, Writing – original draft, Writing – review & editing. ADa: Investigation, Writing – review & editing. EM: Data curation, Software, Writing – review & editing. MZ: Data curation, Software, Writing – review & editing. ADj: Data curation, Software, Writing – review & editing. MB: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing. CC: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – review & editing. FD: Conceptualization, Formal Analysis, Funding acquisition, Investigation, Methodology, Project administration, Supervision, Writing – review & editing. NG: Formal Analysis, Funding acquisition, Project administration, Supervision, Writing – original draft, Writing – review & editing. MH: Conceptualization, Formal Analysis, Funding acquisition, Investigation, Methodology, Project administration, Supervision, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

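RNA from floral buds of the tomato cultivars JAG8810, WVA106, M82, DRK7024 and Clodano was sequenced at 2 stages (TFB and PFB) and in 2 treatments (NS and HS), with 3 biological replicates for each combination, 60 libraries in all. The paper counts JAG8810 and WVA106 as pollen tolerant and the other cultivars as pollen sensitive. Libraries were grouped by the cultivar, stage and treatment of their deposited labels. The general description of the deposited series names Moneymaker in place of Clodano, and the labels of the libraries and the paper name Clodano, which was used. By the methods, a first set of buds was taken before the HS began and a second set 20 days later. The text does not say whether the NS buds are those taken before, so it is not known whether plants of the same age were compared.

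The authors cleaned the reads with Trim Galore, mapped them with STAR and counted them per gene with featureCounts, in versions that the text and the labels do not give. The methods name SLmic1.0 with gene models 1.1 in the paragraph on the analysis of the reads and SL3.0 in the paragraph before it. The deposited values are raw counts, 180 sets of 3 runs for each of 60 libraries, with no normalization. The runs of a library were summed, since they differed by little more than the sampling noise (chi-square per degree of freedom 1.08 to 1.14). Reads without molecular identifiers are not independent molecules, so this covers counting error only.

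Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr on the 20 groups, counts were normalized by TMM, and a quasi-likelihood negative binomial model with a mean for each group was fitted (glmQLFit, glmQLFTest, with the dispersion estimated within the fit). A DEG had an adjusted p-value (Benjamini-Hochberg within a contrast) under 0.05, an absolute log2 fold change above 1 and a mean normalized count of at least 10 in HS if up-regulated or in NS if down-regulated. The paper names DESeq2 with its relative log expression normalization (RLE) for these tests, and DESeq2 1.42.0 was run as an alternative. HS was compared with NS in each cultivar and stage. Further contrasts of the same fit, with no minimum count, were the mean effect of HS over cultivars at each stage, the difference of that mean between the stages, and the difference between sensitive and tolerant cultivars. Lists of DEGs were compared by counts of shared genes, with the product of the list sizes over the genes tested as the overlap of independent lists. That product takes every gene tested as equally likely to be called. The principal component analysis used the 500 most variable genes, as log2 CPM with a prior count of 2. The method was tested on counts simulated from the group means, with changes set in TFB of WVA106. Of 100 genes given a log2 change of 1.5, 97% were recovered, and of 100 given 2.5, 100%, with 2 false calls among 23607 genes. All simulated genes shared a common dispersion, the changed genes had a minimum expected count, and no replicate deviated from its group. The simulation therefore shows that the method runs as intended, not how many genes it recovers or calls falsely in these libraries.

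These comparisons and the alternatives were set before the data were examined, except for 2 alternatives added afterwards and for the counts of genes called in opposite directions, in all 10 comparisons or in a single cultivar other than JAG8810, which were chosen after the counts had been seen. The alternatives added are the fits without replicate 1 of PFB of JAG8810 in NS, and dispersions from estimateDisp before the fit. The counts with estimateDisp had been seen when the fit without it was taken as the main one for its speed. The other alternatives were DESeq2, RLE in edgeR, no low-count filter, the replicate number as a block, no minimum count, a minimum scaled by gene length, a separate fit for each stage or for the 6 libraries of a comparison, no fold threshold, a test against a log2 fold change of 1, the first sequencing run alone, leaving out each replicate number, each library or each cultivar, and other gene sets and scales for the principal components.

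The deposited gene identifiers begin with Sly, the paper uses Solyc identifiers, and no table at hand pairs them or gives names or GO terms for the former. The planned gene lists, the mean change of the lists in each cultivar, the NS level of named enzymes and the genes the paper names were therefore not analysed. The rule for genes to name also held, for each stage, those with the largest mean change among the genes called in all 5 cultivars. For want of names, only the first of these in each direction is given.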

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

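The contrasts below were set before the data were examined. The repeats with other splits of the libraries, stages or cultivars were added after the counts had been seen. The relabellings of NS and HS ask whether the NS and HS libraries differed at all. They decide nothing on a difference between stages or classes, and their counts are given for completeness.

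The effect of HS differed between the stages. By the deposited stage labels, the log2 fold change was higher in PFB than in TFB for 514 genes and lower for 261, by a test of the difference itself. Exchanging the stages within cultivars can be done in 16 ways, too few for a share under 0.05, and the real stages ranked 1, with 775 genes against 340 for the highest other. In 30 relabellings of NS and HS within cultivar and stage, the real labels ranked 1, and the highest other gave 1 gene. DESeq2 gave 404 lower, and without replicate 3 the counts were 320 and 164.

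In TFB the contrast of the sensitive with the tolerant cultivars, with libraries as replicates, gave a higher log2 fold change in the sensitive cultivars for 312 genes and a lower one for 353. The real labels ranked 1 of 30 relabellings of NS and HS, with 665 genes against 433 for the highest other. For the classes, the 10 ways to divide the cultivars into 3 and 2 are too few for a share under 0.05, and the real classes gave 665 genes against 393 for the highest other division. Without JAG8810, 131 genes were lower in the sensitive cultivars, and without WVA106 there were 637. Without replicate 3, the counts were 78 and 103, and without replicate 1 the first was 156.

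In PFB the log2 fold change was higher in the sensitive cultivars for 113 genes and lower for 33. With DESeq2 237 were higher, and with the replicate number as a block 62. In 2 of 30 relabellings of NS and HS, the real labels included, the count was as large as the 146 of the real labels, and the highest other gave 438. The 10 divisions of the cultivars are too few for a share under 0.05, with 146 genes for the real classes against 62 for the highest other. With edgeR, 0 genes passed without WVA106, where 419 were higher and 80 lower at an unadjusted p-value under 0.05, and DESeq2 called 50 and 2. With edgeR, 0 genes passed without replicate 3, where 339 were higher and 122 lower at an unadjusted p-value under 0.05, and DESeq2 called 15 and 11. Without JAG8810, 238 were higher and 185 lower, without M82 54 were higher, and without DRK7024 17 were lower. Without replicate 2, the counts were 72 and 11.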

How the results depend on the processing

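The fits without replicate 1 of PFB of JAG8810 in NS and with dispersions from estimateDisp were chosen after seeing the data. Counts of DEGs rest on 3 libraries a group and depended on the fold threshold and on single replicates more than on the tool or the scaling. Genes under the low-count filter were tested in the alternative without that filter. The cause of the shifts below was not tested, except where fewer genes, fewer libraries or a stricter or laxer threshold enter by construction.

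No value moved by more than 1.5 times with RLE in edgeR (60 values), without the low-count filter (52), without a minimum count (42), with a minimum scaled by gene length (42), with a separate fit for each stage (42), with the first run alone (20) or with dispersions from estimateDisp (52). With DESeq2, 2 of 56 values rose, the genes lower in PFB in the stage difference to 404 and those higher in sensitive cultivars in PFB to 237. With the replicate number as a block, 1 of 56 fell, the genes higher in sensitive cultivars in PFB, to 62. The numbers do not pair the samples, since in 3 of 30 cases the NS and HS libraries of a number deviated from their group means with a correlation over 0.1, in a range of -0.314 to 0.228.

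With no fold threshold all 20 counts were higher. In TFB the up-regulated and down-regulated genes were 2269 and 2919 for JAG8810, 2865 and 3904 for WVA106, 4370 and 5177 for M82, 4176 and 5698 for DRK7024 and 4057 and 4853 for Clodano. In PFB they were 3479 and 3125 for JAG8810, 2731 and 2185 for WVA106, 5344 and 4590 for M82, 4788 and 4190 for DRK7024 and 5412 and 4783 for Clodano. With a test against a log2 fold change of 1 all 20 counts were lower. In TFB they were 106 and 39 for JAG8810, 149 and 420 for WVA106, 265 and 119 for M82, 322 and 421 for DRK7024 and 399 and 241 for Clodano. In PFB they were 72 and 125 for JAG8810, 202 and 86 for WVA106, 426 and 105 for M82, 260 and 174 for DRK7024 and 524 and 88 for Clodano. With a fit of the 6 libraries of a comparison alone, 6 of 20 counts were lower: 662 up-regulated for WVA106 and 696 down-regulated for M82 in TFB, and in PFB 702 and 503 for JAG8810 and 787 and 332 for Clodano.

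Leaving out each library of a comparison in turn moved 3 of 120 counts up and 12 down. The ranges over these and over the repeats without replicate 1, 2 or 3 were as follows. In TFB the up-regulated genes ranged from 120 to 1435 for JAG8810, 453 to 1382 for WVA106, 937 to 2081 for M82 and 513 to 1977 for DRK7024. The down-regulated genes in TFB ranged from 76 to 966, 759 to 1402, 657 to 1683 and 714 to 2344 for the same cultivars. In PFB the up-regulated genes ranged from 180 to 1519 for JAG8810, 421 to 1302 for WVA106, 730 to 2012 for DRK7024 and 513 to 2626 for Clodano. The down-regulated genes in PFB ranged from 343 to 919, 167 to 688, 522 to 1093 and 161 to 1804 for the same cultivars. The counts for Clodano in TFB and M82 in PFB stayed within 1.5 times. Without replicate 1 of PFB of JAG8810 in NS, 757 genes were up-regulated in PFB of JAG8810, where 1 of 53 values, this count, fell by more than 1.5 times.

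Without replicate 1, 2 or 3 of every group, genes shared by the stages ranged from 1259 to 2143 up-regulated and 691 to 1115 down-regulated. Genes common to 5 cultivars ranged from 15 to 126 up-regulated and 8 to 259 down-regulated in TFB, and from 63 to 257 and 25 to 150 in PFB. Genes called in all 10 comparisons ranged from 3 to 23 up-regulated and 2 to 52 down-regulated. Genes up-regulated in JAG8810 alone ranged from 60 to 394 in TFB and 20 to 81 in PFB. Genes called in opposite directions ranged from 117 to 434 over all comparisons, from 44 to 88 for up-regulated in TFB and down-regulated in PFB, and from 41 to 140 for the reverse. The stage difference ranged from 320 to 529 higher and 164 to 359 lower in PFB. The difference of sensitive from tolerant cultivars ranged from 78 to 320 higher and 103 to 338 lower in TFB, and from 0 to 87 and 0 to 38 in PFB, where edgeR gave 0 without replicate 3, with 339 and 122 genes at an unadjusted p-value under 0.05 and 15 and 11 by DESeq2.

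With each cultivar left out, that difference moved to 131 lower in TFB and 238 higher and 185 lower in PFB without JAG8810, to 637 lower in TFB and 0 and 0 in PFB without WVA106 (419 and 80 at an unadjusted p-value under 0.05 in edgeR, 50 and 2 by DESeq2), to 54 higher in PFB without M82 and to 17 lower in PFB without DRK7024. It stayed within 1.5 times without Clodano. Over genes that did not reach an adjusted p-value under 0.05 for a stage difference in NS, fewer genes enter. The mean effect of HS then covered 693 up-regulated and 201 down-regulated genes in TFB and 737 and 245 in PFB. Without Clodano and DRK7024, the counts of the mean effect stayed within 1.5 times. The first component held 45.4% with all genes and 66.8% with the variance stabilizing transformation, the second 14.3% and 10.5%, and treatment accounted for 81.9% and 79.0% of the second. The mean correlation of the effect of HS with the stage effect ranged from 0.00826 to 0.0368. The 4 genes named by identifier had the same direction and an adjusted p-value under 0.05 with DESeq2, RLE, the block and without each replicate number, with adjusted p-values up to 1.87e-05. The gene lists, the mean change of the lists, the NS level of named enzymes and the genes the paper names were not run under any alternative, for want of a table of names.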

Differences from the paper's values

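The paper's counts in its text and in Table S3 are set beside counts at the paper's stated thresholds. The paper used DESeq2 and the counts here come from edgeR, with DESeq2 among the alternatives. For each count of a cultivar, 20 alternatives were set before the data were examined, and 10 for each of the other values. An alternative is named where it came within 1.5 times the paper's value, and the others did not.

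In TFB, the paper has 502 up-regulated genes for JAG8810 and the count here was 941, with 7 alternatives within range: 715 in a fit of the 6 libraries alone, 677 with the first run alone, and 588, 751, 740, 666 and 355 without replicate 1, 2 or 3 of NS and replicate 2 or 3 of HS. For WVA106 the paper has 454 up-regulated genes and the count here was 1087, with 453 without replicate 2 of every group, 662 in a fit of the 6 libraries alone and 628 without replicate 2 of NS. The paper has 288 down-regulated genes for WVA106 and the count here was 1281, with 420 in the test against a log2 fold change of 1. For M82 the paper has 758 up-regulated genes in TFB and the count here was 1602, with 971 without replicate 2 of every group and 937 without replicate 2 of HS. The paper has 475 down-regulated genes for M82 and the count here was 1153, with 657 without replicate 2 of every group and 696 in a fit of the 6 libraries alone. For DRK7024 the paper has 592 up-regulated genes and the count here was 1435, with 513 without replicate 3 of every group. The paper has 497 down-regulated genes for DRK7024 and the count here was 1694, with 714 without replicate 3 of every group and 421 in the test against a log2 fold change of 1. For Clodano the paper has 851 up-regulated genes and the count here was 1678, with 1223 without replicate 2 of every group, 1243 without replicate 3 and 1242 without replicate 2 of HS. The paper has 442 down-regulated genes for Clodano in TFB and the count here was 1178, with no alternative within range.

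In PFB, the paper has 371 up-regulated genes for JAG8810 and the count here was 1161, with 527 without replicate 1 of HS. The paper has 216 down-regulated genes for JAG8810 and the count here was 759, with no alternative within range. For WVA106 the paper has 668 up-regulated genes in PFB and the count here was 1114, with 6 alternatives within range: 789 without replicate 2 of every group, 841 with the first run alone, 983 and 868 without replicate 1 or 2 of NS, and 952 and 765 without replicate 2 or 3 of HS. For M82 the paper has 758 up-regulated genes in PFB as well and the count here was 1935, with no alternative within range. For DRK7024 the paper has 609 up-regulated genes in PFB and the count here was 1620, with 730 without replicate 1 of every group. For Clodano the paper has 737 up-regulated genes in PFB and the count here was 1929, with 513 without replicate 3 of every group, 787 in a fit of the 6 libraries alone and 524 in the test against a log2 fold change of 1.

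Over the cultivars, the paper has 1369 up-regulated and 929 down-regulated genes in TFB, where the counts here were 3430 and 2771, and 1415 up-regulated genes in PFB, where the count here was 3436. In all, the paper has 3647 DEGs and the count here was 7892. None of the alternatives brought these within range. The paper has 820 genes up-regulated at both stages and 1964 at either, where the counts here were 2008 and 4858, with no alternative within range. The paper has 534 genes down-regulated at both stages and 1815 at either, where the counts here were 1102 and 3478, and without replicate 3 of every group 691 and 2623.

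Common to the 5 cultivars, the paper has 57 genes up-regulated in PFB and the count here was 347, with 63 without replicate 1 of every group and 83 without replicate 3. The paper has 97 common genes down-regulated in TFB and the count here was 175, with 143 in a separate fit of each stage. The paper has 69 common genes down-regulated in PFB and the count here was 169, with 101 without replicate 1 of every group. Of the up-regulated DEGs in TFB, the paper gives the common ones as 17% for Clodano and 32% for WVA106, where the shares here were 6.85% and 10.6%, with no alternative within range. In PFB the shares of these cultivars here were 18% and 31.1%. In PFB the paper gives 7% for M82, where the share here was 17.9%, and 5.75% without replicate 3 of every group. For JAG8810 in PFB it gives 15%, where the share here was 29.9%, with 19.8% without replicate 2 of every group and 12.1% without replicate 3. The up-regulated shares here in TFB were 7.18% for M82 and 12.2% for JAG8810. Of the down-regulated DEGs, the paper gives 20% for DRK7024 and 34% for WVA106 in TFB and 9% for DRK7024 in PFB, where the shares here were 10.3%, 13.7% and 20.2%, with no alternative within range. At the other stage of each, the shares here were 20.2%, 28.4% and 10.3%. The paper has 13 genes up-regulated only in JAG8810 in TFB and the count here was 343, with no alternative within range. The lowest alternative was 60, without replicate 3 of every group.

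Some orders also differ. The paper puts growth conditions on the second axis of its principal component analysis, where the second axis here followed cultivar with log2 CPM, at 0.620% by treatment, and treatment with the transformation of DESeq2, at 79.0%. The paper has more common up-regulated genes in TFB than in PFB, where the counts here were 115 and 347, though 126 and 63 without replicate 1 of every group. It has the fewest DEGs for WVA106 in TFB and for JAG8810 in PFB, where the fewest here were 1485 for JAG8810 in TFB and 1710 for WVA106 in PFB. These places had the paper's order in some repeats. Without replicate 1 of every group WVA106 had the fewest in TFB, at 1991 against 2032 for JAG8810, and JAG8810 the fewest in PFB, at 523. JAG8810 also had fewer than WVA106 in PFB in the test against a log2 fold change of 1, at 197 against 288, in a fit of the 6 libraries alone, at 1205 against 1782, where Clodano had the fewest, at 1119, and against the 1710 at 1329 and 1418 without replicate 1 or 2 of NS of JAG8810 and at 1049 and 1640 without replicate 1 or 3 of its HS libraries, and WVA106 had 1990 without replicate 1 of its HS libraries against 1920 for JAG8810. In TFB JAG8810 had 2401 without replicate 1 of its HS libraries, against 2368 for WVA106. Where a single library was left out, that cultivar had a library less than the others, which by itself can lower its count. A fit of all cultivars without replicate 1 of PFB of JAG8810 in NS, added after the data were seen, gave 1329 against 1732 in PFB. In Table S3 the down-regulated genes outnumber the up-regulated in PFB of WVA106 and DRK7024, where here they did so in TFB of the same cultivars, at 1281 against 1087 and 1694 against 1435. For DRK7024 this turned in 6 repeats, to 1525 against 1572 without the low-count filter, 1427 against 1590 in a separate fit of each stage, 1388 against 1399 in a fit of the 6 libraries alone, 1128 against 1246 without replicate 2 of every group, and 1248 against 1425 and 1141 against 1165 without replicate 2 or 3 of HS. With no fold threshold the down-regulated genes outnumbered the up-regulated in TFB of every cultivar. The largest share of common genes is that of WVA106 in TFB and of JAG8810 in PFB in the paper, for either direction. Here it was that of JAG8810 in TFB, at 12.2% of the up-regulated and 32.2% of the down-regulated DEGs, and of WVA106 in PFB, at 31.1% and 28.4%. In PFB it was that of JAG8810, as in the paper, in that added fit, at 32.5% and 26.4%, and without replicate 1 of every group, at 35% and 29.4%, and for the down-regulated that of Clodano, at 15.5%, without replicate 3 of every group. In TFB it was that of WVA106 for the up-regulated without replicate 1 or 2 of every group, at 15.5% and 9.93%. With all libraries, the cultivar with the smallest share was the paper's at both stages and in both directions, and of 12 alternatives this held in 8 and 11 for up-regulated and down-regulated DEGs in TFB and in 6 and 9 in PFB. The percent of DEGs shared between the stages, 41.3% and 31.7%, was within 1.5 times the paper's, as were the 115 common up-regulated genes in TFB. Among other values within that range were several counts of down-regulated genes, here against the paper. They were 544 against 370 for JAG8810 in TFB, and in PFB 596 against 734 for WVA106 and 777 against 569 for M82. In PFB they were also 837 against 809 for DRK7024, 822 against 651 for Clodano and 1809 against 1420 over the cultivars. The share of common down-regulated genes of JAG8810 in PFB was 22.3% against 32%.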

Other observations

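The correlation of the effect of HS with the difference between the stages was set before the data were examined, and the relabellings, the other divisions of the libraries, the test of bud length and the tests of the other explanations were chosen after the pattern was seen. For the stage names, the bounds for the genes common to 5 cultivars and for those of JAG8810 alone were set before their counts were known. For replicate 1 of PFB of JAG8810 in NS, the bounds for mixed reads were set before the test.

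In all 10 comparisons of HS with NS, 41 genes were up-regulated and 58 were down-regulated. A further 444 genes were up-regulated in at least 1 comparison and down-regulated in another. Of the genes called at both stages, 102 were up-regulated in TFB and down-regulated in PFB of at least 1 cultivar, and 141 were down-regulated in TFB and up-regulated in PFB. Without replicate 3 of every group these counts were 3 and 2 in all comparisons, 117 in opposite directions, and 44 and 41 between the stages. Without replicate 1 the genes up-regulated in all 10 comparisons were 17. Without replicate 2 they were 23, those down-regulated were 36, and 282 were called in opposite directions.

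The ratio of up-regulated to down-regulated genes had the opposite order between the stages to that of Table S3 in 5 of 5 cultivars, and a hypothesis is that the stage names of the deposited labels and of the paper are exchanged. None of the settings over all libraries gave the order of Table S3 in more than 1 cultivar. This argues against the tools, normalizations and filters tried. None of the 10 alternatives brought the count of all DEGs within 1.5 times the paper's 3647. The paper's processing was thus not reproduced, and a difference in processing that was not tried stays open. The common up-regulated genes were 3.02 times as many in PFB as in TFB, against the paper's order. Those of JAG8810 alone were 6.35 times as many in TFB as in PFB, also against it. Without replicate 1 the first were 126 in TFB and 63 in PFB. Without replicate 3 the second were 60 in TFB and 74 in PFB, so these leave an exchange open. Without replicate 1 of PFB of JAG8810 in NS, that cultivar had the fewest DEGs in PFB, 1329 against 1732 for WVA106, as in the paper. It then had a library less than the others. In the same fit it also had the fewest in TFB, at 1498 against 2388. The common up-regulated genes were then 115 in TFB and 246 in PFB, and the ratio kept the opposite order in 5 cultivars. With all libraries, the smallest share of common genes among the up-regulated was that of Clodano in TFB and of M82 in PFB, as in the paper. An exchange would reverse this, but it rests on near ties and held in 8 and 6 of 12 alternatives. In TFB it was 6.85% against 7.18% for M82, and in PFB 17.9% against 18% for Clodano. The 115 common up-regulated genes in TFB lie nearer to the paper's 147 in TFB than to its 57 in PFB. The 347 in PFB lie nearer to the 147 as well. Most counts here are above the paper's, so nearness in number decides nothing on the labels. With all libraries, each share of common genes that the paper gives lay nearer to that of the other stage here. For the up-regulated, its 17% for Clodano and 32% for WVA106 in TFB stand against 18% and 31.1% in PFB. For the down-regulated, its 9% for DRK7024 and 32% for JAG8810 in PFB stand against 10.3% and 32.2% in TFB. These shares go with an exchange, but shares moved when a replicate number was left out. An exchange is left open, and it would not account for counts above the paper's in most comparisons. No biological explanation was tested.

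Replicate 1 of PFB of JAG8810 in NS lay between the stages in the principal component analysis. Over 285 genes at least 32-fold higher in TFB than in PFB of this cultivar in NS, its median share of the TFB level was 0.052 (quartiles 0.0261 and 0.0868). A difference in library size is argued against, since its 13307995 counts lie within the range of the other libraries, and so is a library of TFB of JAG8810 in NS, since its correlation with that group was 0.942 and with its own 0.9797. Reads from buds of the other stage may be mixed in, and the quartiles of the share differed by 3.33-fold, between the bounds of 2 for a mixture and 4 against it, so this stays open. The design gives no stage within a library, so no biological explanation was tested.

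Bud length differed between HS and NS in JAG8810, DRK7024 and Clodano, and the hypothesis was tested that the effect of HS runs along the difference between the stages. Over the 10 comparisons, the mean correlation across genes of the effect of HS with the NS difference between PFB and TFB in the other 4 cultivars was 0.0259 and in 62 of 100 relabellings of NS and HS it was as large in size, with 0.101 as the highest other, which decides nothing, since the correlations went both ways, from -0.133 to 0.202 (Spearman -0.215 to 0.0228). Their mean size, a test added because of this, was 0.0989 and as large in 46 of 100 relabellings, with 0.161 as the highest other, so chance is not excluded. It was 0.123 in cultivars with longer buds in HS and 0.0630 in the others (exact permutation test over cultivars, one-sided p = 0.1, the smallest that 10 splits allow), which leaves open an effect of bud length. A first form of this test, an exact permutation over the 10 comparisons, gave p = 0.0286. It was replaced because the same 3 cultivars had longer buds at both stages, and genes are not independent replicates. The correlation was 0.108 for M82, 0.202 for DRK7024 and 0.0714 for Clodano in TFB, and -0.0437, -0.0759 and -0.112 in PFB. It was -0.133 for JAG8810 and 0.044 for WVA106 in TFB, and 0.143 and 0.0562 in PFB. A direction by stage or class was not tested. Without replicate 1 of PFB of JAG8810 in NS, the 0.143 was 0.0269.

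For each comparison, the 6 libraries can be divided into 3 and 3 in 10 ways, too few for a share under 0.05, and the real division gave the most DEGs, ranking 1, in each. In TFB the highest other division gave 216 DEGs for JAG8810 against 1485, 208 for WVA106 against 2368, 205 for M82 against 2755, 156 for DRK7024 against 3129 and 55 for Clodano against 2856. In PFB it gave 157 for JAG8810 against 1920, 135 for WVA106 against 1710, 13 for M82 against 2712, 21 for DRK7024 against 2457 and 1747 for Clodano against 2751. In PFB of Clodano, the division with 1747 set replicates 1 and 3 of HS and replicate 1 of NS against the rest, and others gave 1330 and 1124. Replicate 2 of HS in that group correlated at 0.984 with replicate 1 of NS and at 0.951 and 0.958 with the other replicates of HS.

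In 30 relabellings of NS and HS within cultivar and stage, the real labels ranked 1 for each of the following. For the mean effect and the pooled lists, this is the smallest share that 30 relabellings allow, with no correction for the number of counts tested. It argues against a random division of the libraries as the source of the difference between NS and HS. It does not tell HS from plant age or sampling day, since the NS buds may have been taken before HS. The mean effect of HS gave 2579 genes in TFB against 24 for the highest other, and 2634 in PFB against 124. The lists pooled over cultivars gave 6201 in TFB against 1493 and 5245 in PFB against 1225. The genes common to 5 cultivars were 290 in TFB and 516 in PFB, against 0 in the other relabellings, and those shared between the stages were 3110 against 16. Relabelling each comparison on its own leaves next to nothing to share, so these last counts decide nothing on the overlap of the lists.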
